# Egr-1 inhibits the expression of extracellular matrix genes in chondrocytes by TNFα-induced MEK/ERK signalling

**DOI:** 10.1186/ar2595

**Published:** 2009-01-14

**Authors:** Jason S Rockel, Suzanne M Bernier, Andrew Leask

## Abstract

**Introduction:**

TNFα is increased in the synovial fluid of patients with rheumatoid arthritis and osteoarthritis. TNFα activates mitogen-activated kinase kinase (MEK)/extracellular regulated kinase (ERK) in chondrocytes; however, the overall functional relevance of MEK/ERK to TNFα-regulated gene expression in chondrocytes is unknown.

**Methods:**

Chondrocytes were treated with TNFα with or without the MEK1/2 inhibitor U0126 for 24 hours. Microarray analysis and real-time PCR analyses were used to identify genes regulated by TNFα in a MEK1/2-dependent fashion. Promoter/reporter, immunoblot, and electrophoretic mobility shift assays were used to identify transcription factors whose activity in response to TNFα was MEK1/2 dependent. Decoy oligodeoxynucleotides bearing consensus transcription factor binding sites were introduced into chondrocytes to determine the functionality of our results.

**Results:**

Approximately 20% of the genes regulated by TNFα in chondrocytes were sensitive to U0126. Transcript regulation of the cartilage-selective matrix genes Col2a1, Agc1 and Hapln1, and of the matrix metalloproteinase genes Mmp-12 and Mmp-9, were U0126 sensitive – whereas regulation of the inflammatory gene macrophage Csf-1 was U0126 insensitive. TNFα-induced regulation of Sox9 and NFκB activity was also U0126 insensitive. Conversely, TNFα-increased early growth response 1 (Egr-1) DNA binding was U0126 sensitive. Transfection of chondrocytes with cognate Egr-1 oligodeoxynucleotides attenuated the ability of TNFα to suppress Col2a1, Agc1 or Hapln1 mRNA expression.

**Conclusions:**

Our results suggest that MEK/ERK and Egr1 are required for TNFα-regulated catabolic and anabolic genes of the cartilage extracellular matrix, and hence may represent potential targets for drug intervention in osteoarthritis or rheumatoid arthritis.

## Introduction

Chondrocytes maintain articular cartilage through coordinated production and degradation of the extracellular matrix. Type II collagen, aggrecan, and link protein – encoded by the genes Col2a1, Agc1 and Hapln1, respectively – are major components of the articular cartilage extracellular matrix (ECM). Type II collagen is the major structural collagen of articular cartilage [1]. Aggrecan is the most abundant proteoglycan, and is responsible for resisting the compressive forces imposed on articulating joints [2]. Finally, link protein stabilizes the association of aggrecan with hyaluronic acid [3]. The expression of these ECM proteins is regulated by transcription factors within the nucleus promoting or inhibiting transcript production. Sry-type high-mobility group box-9 (Sox9) is a regulatory transcription factor that binds DNA at specific sites within Col2a1, Agc1 and Hapln genes to induce their transcription [4-6].

In diseases such as rheumatoid arthritis and osteoarthritis there is a shift in the equilibrium in cartilage production and degradation towards catabolism. TNFα, a potent inflammatory mediator, is found at higher levels in the synovial fluid bathing articular cartilage in diseased joints compared with that of normal, healthy joints [7-9]. Previous work has shown that treatment of chondrocytes with TNFα downregulates the expression of Col2a1, Agc1 and Hapln1 without inducing apoptosis [10-13]. Furthermore, the activation of NFκB) by TNFα signalling reduces Sox9 activity, possibly through competition for the transcriptional cofactor p300 [10,12]. Other signalling pathways are known to be activated by TNFα, however, including the extracellular regulated kinase (ERK)/mitogen-activated protein kinase pathway (reviewed in [14]).

TNFα initiates the activation of ERK/mitogen-activated protein kinase through the adaptor protein, Grb2, binding to the TNFα receptor 1, leading to activation of the ras/mitogen-activated kinase kinase (MEK)/ERK signalling cascade [15]. In immortalized chondrocytes and primary rat chondrocytes, ERK1/2 can be phosphorylated as early as 15 minutes of treatment with TNFα [10,11]. Inhibition of MEK1/2 signalling can attenuate the decreases in Col2a1, Agc1 and Hapln1, as determined by northern blot analysis [10,11]. TNFα also regulates the activity of NFκB and Sox9 in chondrocytes [10,12]. TNFα-induced NFκB DNA binding in immortalized chondrocytes is reduced by inhibition of MEK1/2 signalling [10]. TNFα may therefore regulate the expression of a subset of genes by alterations in the activity of these transcription factors in a MEK1/2-dependent manner.

Although some information is known about selected changes in chondrocyte gene expression in response to TNFα-activated MEK/ERK signalling, the overall impact of this pathway on changes to the chondrocyte gene expression and the downstream transcriptional mechanisms mediating these changes has been poorly defined. We sought to identify the extent to which MEK/ERK may contribute to the overall changes in chondrocyte gene expression in response to TNFα.

In the present study, we found that ERK1/2 undergoes multiple temporal phosphorylation events in response to TNFα-induced MEK1/2 activation. We discovered that approximately 20% of the genes that changed at least 1.45-fold with TNFα were dependent on MEK1/2 activation. A significant subset of these genes encoded proteins that localized to the extracellular space and had collagenase or hyaluronic acid binding activities. We determined that specific matrix metalloproteinases and cartilage-selective ECM transcript levels were regulated by MEK/ERK, while transcripts of the inflammatory gene macrophage colony stimulating factor 1 (Csf-1), were regulated in a MEK1/2-independent manner. Surprisingly, the activation of NFκB and the inhibition of Sox9 activity by TNFα were independent of MEK1/2. The DNA binding activity of the transcription factor early growth response 1 (Egr-1), however, was regulated by TNFα-activated MEK1/2 signalling. Finally, we determined that Egr family members are responsible for the TNFα-induced, MEK-dependent reductions in mRNA transcripts. Egr-1 may therefore regulate a select number of genes in response to TNFα-activated MEK/ERK signalling.

These findings reveal that MEK/ERK-dependent transcription factors that are downstream of TNFα, such as Egr-1, may be targets for therapeutic intervention to treat the pathophysiology of arthritis without disrupting other potential positive effects of TNFα.

## Materials and methods

### Primary chondrocyte culture

Chondrocytes were isolated from the femoral condyles of neonatal (1 day old) rats as previously described [10]. The cartilage canals in newborn rats do not form in the femoral condyles until 5 days postnatal and radiographic signs of the secondary ossification centre do not appear until about 10 days postnatal [16]. Furthermore, to avoid hypertrophic chondrocytes, the upper two-thirds of the cartilage was taken. Cells were plated onto tissue culture plastic (Falcon, Franklin Lakes, NJ, USA) at a density of ~2.5 × 10^4 ^cells/cm^2^. Under these conditions, the culture consists of an essentially pure chondrocyte population.

Monolayer chondrocyte cultures were grown in RPMI 1640 media (Invitrogen, Burlington, ON, Canada) supplemented with 5% foetal bovine serum, 100 U/ml penicillin, 100 μg/ml streptomycin and 1% HEPES buffer (Invitrogen) until approximately 90% confluence was reached (6 to 7 days). Prior to treatment, chondrocytes were incubated in serum-free media overnight. For inhibitor studies, chondrocytes were pretreated with the selective MEK1/2 inhibitor U0126 (10 μM; Promega, Thermo Fisher Scientific, Rockford, IL, USA) [17] for 30 minutes. As previously shown, U0126 has very low inhibitory activity towards other protein kinases [18]. Furthermore, previous studies in our laboratory have demonstrated that 24-hour treatment with 10 μM U0126 had no significant effect on the cell morphology or organization in culture [11]. As controls, cultures were treated in parallel with dimethyl sulfoxide (DMSO) (vehicle for inhibitors), U0124 (10 μM; Calbiochem, EMD Biosciences Inc., La Jolla, CA, USA) or the selective epidermal growth factor receptor inhibitor PD153035 (1 μM; Calbiochem, EMD Biosciences Inc.) [19]. Cultures were then treated with human recombinant TNFα (30 ng/ml; Endogen, Thermo Fisher Scientific) for 15 minutes to 24 hours.

### Antibodies

Antibodies used in this study included anti-phospho-tyrosine-ERK1/2 (E4), anti-Egr-1 (588), anti-α-tubulin (E-19), and anti-NFκB p65 (C-20) antibodies (all from Santa Cruz Biotechnology, Santa Cruz, CA, USA). Horseradish peroxidase-conjugated goat-anti-rabbit or rabbit-anti goat secondary antibodies were obtained from Thermo Fisher Scientific.

### Protein isolation and western blotting

Nuclear and cytoplasmic extracts were isolated using a modified method of Dignam and colleagues [20], as previously described [10]. Total cell extracts were isolated using RIPA buffer as previously described [21]. Protein concentration was determined using the Pierce BCA Protein assay kit (Pierce, Thermo Fisher Scientific), as per the manufacturers' instructions. For western blotting, 20 μg cytoplasmic protein was loaded into 10% polyacrylamide gels containing SDS and separated by electrophoresis. Proteins were transferred onto Protran™ nitrocellulose membranes (Whatman, Inc., Florham Park, NJ, USA) by electroblotting and were stained with Ponceau S to qualitatively determine equal loading of samples and efficient transfer of proteins. Membranes were blocked in 5% nonfat milk (Carnation, North York, ON, Canada) in 0.05% Tris-buffered saline containing 0.05% Tween-20 (TBST) for 1 hour followed by incubation with primary antibodies in blocking buffer overnight. Membranes were washed in TBST and incubated in 5% milk-TBST with appropriate secondary antibody for 45 minutes to 1.5 hours. Membranes were then washed with TBST and rinsed in Tris-buffered saline prior to incubation in Supersignal West Pico Chemiluminescent Substrate (Pierce, Thermo Fisher Scientific) and exposed to Amersham Hyperfilm ECL (GE Healthcare Bio-Sciences Inc., Baie d'Urfé, QC, Canada). Membranes were stripped using 1 M glycine, pH 2.5, and washed using TBST prior to reprobing.

### RNA isolation

Total RNA was isolated from cultures by Trizol (Invitrogen) followed by RNeasy clean-up (Qiagen, Mississauga, ON, Canada) as per the manufacturer's directions. Total RNA was quantified spectrophotometrically. High-quality RNA for use in the microarray analysis was confirmed by analysis in the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

### Microarray analysis

Total mRNA (10 μg) from two biological replicates of cells treated with DMSO, U0126, TNFα or U0126 and TNFα, were amplified once and hybridized to RAT230_2.0 gene chips (Affymetrix, Santa Clara, CA, USA). Amplification, labelling, hybridization and detection were performed at the London Regional Genomics Centre (London, ON, Canada) according to the manufacturers' instructions.

### Microarray data and gene ontology analysis

The raw expression values were imported into Genespring GX 7.3 (Agilent Technologies). Raw expression values <0.01 were set to 0.01 and the normalization per chip was set to the 50th percentile. Relative gene expression of the 31,099 probe sets on the chip was determined by normalizing the raw expression values for each probe set to the DMSO control (= one-fold change for each probe set) from each independent experiment. To identify genes that were TNFα-regulated, probe sets that were altered ≥ 1.45 in DMSO/TNFα-treated cultures compared with DMSO-treated cultures were determined for each independent experiment. Probe sets identified as being TNFα regulated in both independent experiments were selected for further analysis. Genes whose transcript levels changed ≥ 1.45-fold were selected for study, as our microarray analysis revealed that aggrecan mRNA – a transcript previously shown to be TNFα sensitive [12] – was reduced approximately 1.45-fold and thus served as a positive control establishing the validity of our microarray data.

To identify probe sets whose changes were altered by TNFα in a MEK1/2-dependent fashion, we normalized the fold change in gene expression of U0126/TNFα-treated cultures to that of cultures treated with U0126 alone from both independent experiments. We determined probe sets that were altered <1.45-fold in response to DMSO/TNFα treatment, and hence were TNFα regulated in a U0126-sensitive fashion. The remainder of the genes on the lists of TNFα-regulated probe sets were determined to be TNFα regulated and MEK independent. Probe sets identified as being TNFα regulated and MEK/ERK dependent or MEK/ERK independent in both independent experiments were selected for further analysis.

Genes were also identified whose basal expression was sensitive to U0126 alone. Probe sets altered ≥ 1.45-fold in response to U0126 treatment relative to DMSO treatment were identified in both independent experiments. The limited number of genes that were altered with U0126 in both experiments (89/31,099) prevented the use of meaningful cluster analysis, but nonetheless served as a potent indication of the selectivity of the U0126 inhibitor. The generated list was then compared with the list of genes changing ≥ 1.45-fold with DMSO/TNFα to identify genes that were basal TNFα independent but MEK/ERK dependent and those genes that were both TNFα and basal MEK/ERK dependent.

The fold change in the transcript levels increased or decreased ≥ 1.45-fold in both independent experiments was averaged. The generated lists of genes determined as TNFα-activated MEK/ERK dependent and TNFα-activated MEK/ERK independent were analysed using the gene ontology browser in Genespring GX 7.3. Major cellular components and molecular functions subcategories of protein products from the list of genes were identified. The resulting list of cellular component ontologies was filtered such that a minimum of 10 genes must be in the initial group of annotated genes from the microarray and the resulting subcategory must be significantly represented (*P *< 0.05). Selected genes within the extracellular space ontology were then organized into subcategories that were significantly represented by the molecular function ontologies (*P *< 0.01).

### Quantitative real-time PCR

Total RNA (25 ng) was amplified using the TaqMan One Step RT-PCR Master Mix (4309169; Applied Biosystems Inc., Streetsville, ON, Canada). Primer/probe sets to rat type II collagen (Col2a1, Rn00564954_m1), aggrecan 1 (Agc1, Rn00573424_m1), link protein (Hapln1, Rn00569884_m1), matrix metalloproteinase-9 (Mmp-9, Rn00579162_m1), matrix metalloproteinase-12 (Mmp-12, Rn00588640_m1), macrophage Csf-1 (Csf-1, Rn00576849_m1) and eukaryotic 18S rRNA (4352930E) were used to analyse relative transcript levels.

Reverse transcription and quantitative real-time PCR reactions were performed using the Prism 7900 HT Sequence Detector (Applied Biosystems Inc.). Samples were incubated at 48°C for 30 minutes to make cDNA templates. The resulting cDNA was amplified for 40 cycles. Cycles alternated between 95°C for 15 seconds and 60°C for 1 minute.

Results were analysed using SDS v2.1 software (Applied Biosystems Inc.). The ΔΔCt method was used to calculate gene expression levels relative to 18S and normalized to vehicle-treated cells. Data were log-transformed prior to analysis by one-way analysis of variance and Tukey's post-hoc test, paired *t *tests and Student's *t *tests, using Graphpad Software v. 4 (Graphpad Software, La Jolla, CA, USA).

### Transfection

Confluent cell cultures were detached using trypsin-ethylenediamine tetraacetic acid (Invitrogen), pelleted, and resuspended in serum-free culture medium. Cells were then plated into 48-well dishes (3.4 × 10^4 ^cells/well) in 200 μl and were transfected with equal amounts of reporter plasmids. The reporter plasmids used in this study included the κB reporter (BD Biosciences, Mississauga, ON, Canada), comprising four tandem repeats of the κB response element upstream of the firefly luciferase reporter sequence and a type II collagen enhancer luciferase reporter (Sox9 reporter) containing four repeats of the 48-base-pair minimal enhancer of the type II collagen gene (pGL3 (4 × 48)) [22]. Each minimal enhancer sequence contains a binding site for Sox9. Multiple repeats of the minimal enhancer are required for optimal firefly luciferase expression [23]. Cells were transfected with 20 μl serum-free media containing the equivalent of 0.156 μg Sox9 reporter or NFκB reporter and 0.352 μl Fugene 6 transfection reagent (Roche Diagnostics Corporation, Indianapolis, IN, USA). In all experiments, chondrocytes were co-transfected with a 0.002 μg renilla luciferase plasmid (pRL-CMV; Thermo Fisher Scientific) to control for transfection efficiency. Cultures were transfected for 4 hours prior to addition of 200 μl foetal bovine serum containing media.

After overnight incubation, the media was aspirated off from the transfected cultures and replaced with serum-free media. Cultures were treated as indicated above and collected using Passive Lysis Buffer (Thermo Fisher Scientific) as directed by the manufacturer. Luciferase activity was measured using the Dual Luciferase Assay System (Thermo Fisher Scientific) in an L-max II microplate reader (Molecular Devices, Sunnyvale, CA, USA). Tanscription-factor-regulated firefly luciferase units were adjusted relative to constitutive cytomegalovirus-regulated renilla luciferase units obtained in control DMSO-treated, U0124-treated or U0126-treated cultures. Data were log-transformed prior to analysis by Student's *t *tests and one-way analysis of variance using Graphpad Software v. 4 (Graphpad Software).

### Electrophoretic mobility shift assays

Binding of nuclear protein complexes to the κB or Egr-1 cognate elements was determined as previously described [10,12]. The double-stranded oligodeoxynucleotides (ODNs) containing the κB cognate sequence (5'-AGTTGAGGGGACTTTCCCAGG-3'), the Egr cognate sequence (5'-GGATCCAGCGGGGGCGAGCGGGGGCGA-3') and the Egr mutant sequence (5'-GGATCCAGCTAGGGCGAGCTAGGGCGA-3') were purchased from Santa Cruz Biotechnology. Competition assays were performed by adding 100-fold molar excess of unlabelled probe to the nuclear extract-labelled probe mixture. Antibody interference assays were performed by adding 2 μg antibody against Egr-1 (specific) or NFκB (nonspecific) 1 hour prior to the addition of nuclear extract to the buffered radiolabelled DNA. Samples were loaded into 4% polyacrylamide gels and were electrophoresed for 3.5 hours. Following electrophoresis, gels were dried and exposed to Amersham Hyperfilm-MP (GE Healthcare Bio-Sciences Inc.) at -80°C.

### Promoter analysis for putative transcription factor binding sites

Upstream regions proximal to the transcriptional start site of the rat Col2a1 and Agc1 genes have been described previously [24,25]. Upstream regions from the transcriptional start site (~5,000 base pairs) of the Rattus Norvegicus Col2a1 [GenBank:NM_012929.1] and Agc1 [GenBank:NM_022190] genes were obtained and analysed for putative transcription factor binding sites by TRANSFAC analysis [26].

### Oligodeoxynucleotide decoy assay

Chondrocytes were plated at 1.2 × 10^6 ^cells/well in six-well culture dishes. Single stranded, phosphorothiol-modified ODNs were annealed by heating complementary ODNs to 98°C for 20 minutes followed by cooling to room temperature for 3 to 4 hours. Chondrocytes were transfected with 2 μM double-stranded ODNs corresponding to the cognate EGR-1 binding sequence (5'-ggaTCCAGCGGGGGCGAGCGGGGgcgA-3') or the Egr mutant sequence (5'-ggaTCCAGCTAGGGCGAGCTAGGgcgA-3'; Sigma Genosys, Oakville, ON, CA) using 1% HiPerfect transfection reagent (Qiagen), as per the manufacturer's instructions. (Lowercase letters indicate phosphorothiol-modified bases.)

To optimize double-stranded ODN transfection conditions, chondrocytes were transfected cells with increasing concentrations of double-stranded, fluorescein-tagged and phosphorothiol-modified ODNs, and the cells were imaged by live-cell fluorescent microscopy (data not shown). Chondrocytes were allowed to grow for 24 hours in the presence of ODNs, after which cells were washed and cultured in serum-free RPMI media overnight. Chondrocytes were treated with TNFα for 24 hours, as described, and total RNA was collected for analysis by real-time PCR.

## Results

### ERK1/2 is phosphorylated by TNFα in chondrocytes

We have shown previously that TNFα induces ERK phosphorylation in primary articular chondrocytes 15 minutes post treatment [11]. To confirm and extend these results, we used western blot analysis to show that TNFα induced ERK1/2 phosphorylation 15 minutes post treatment (Figure 1), followed by a decrease in phosphorylation status (data not shown). ERK1/2 phosphorylation was again increased at 90 minutes post treatment (Figure 1). As anticipated, both the increases at 15 minutes and at 90 minutes could be inhibited by the MEK1/2 inhibitor U0126, but not its inactive isoform U0124 (Figure 1). Based on these data, we used U0126 as an inhibitor to assess the effect of blocking MEK1/2 on the mRNA expression pattern modulated by application of TNFα to chondrocytes.

**Figure 1:**
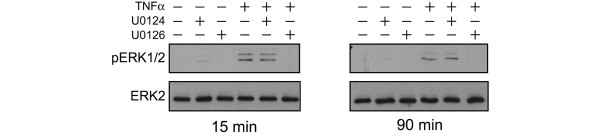
**Multiple ERK1/2 phosphorylation events are dependent on MEK1/2 signalling**. Chondrocytes were pretreated with dimethyl sulfoxide, U0124 (10 μM) or the active mitogen-activated kinase kinase (MEK) 1/2 inhibitor, U0126 (10 μM) for 30 minutes prior to TNFα treatment for 15 minutes or 90 minutes. Cytoplasmic extracts (20 μg) were resolved on 10% polyacrylamide gels and were immunoblotted for pY-extracellular regulated kinase (ERK) 1/2 or total ERK2. Immunoblots are representative of three independent experiments.

### U0126 blocks part of the TNFα-dependent gene expression changes in chondrocytes

To investigate the global impact of U0126 on TNFα-modulated gene expression in chondrocytes, we utilized microarrays to analyse changes in chondrocyte mRNA expression. 

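RNA from primary rat chondrocytes was hybridized to single-colour Affymetrix RAT230_2.0 arrays, 1 array per culture, for 4 treatments in each of 2 independent experiments, 8 arrays in all. The treatments were DMSO, U0126, TNFα, and U0126 followed by TNFα. U0126 blocks the kinases MEK1/2, which activate ERK1/2. The values used here are summary intensities of 31099 probe sets, made with RMA according to the submitters' processing notes. They lie between 15.2 and 34845 on a linear scale. The array medians lie close together, at 368.0 and 370.9 with DMSO, 368.8 and 369.2 with U0126, 365.1 and 378.2 with TNFα, and 368.2 and 369.2 with U0126 and TNFα, in experiments 1 and 2. The values are not set against DMSO and were not divided by the array median, so each array was centred on its median here, and log2 values were taken. Intensities given for genes are the centred values brought back to a linear scale, so they differ slightly from the deposited ones. A fold is the ratio to the array of the same experiment named with it, and a single fold for both experiments is their geometric mean. Each comparison was read in the way the methods describe, with a threshold of 1.45-fold in the same direction in both experiments, and with limma, which tests each probe set against the spread over all 8 arrays with the experiment as a block. The limma p values were adjusted by the Benjamini-Hochberg method over the 31042 probe sets left without the 57 control probe sets. A gene with several probe sets is given by the one with the highest mean level unless another is named. Of the probe sets, 20826 carry 1 gene symbol in the array's annotation, for 14217 genes. Chromosome positions are left out because the annotation names no genome build. With 2 arrays per treatment, the number of arrays limits the precision.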

Cells were serum-starved overnight and were treated with or without U0126 (10 μM, 30 min) prior to addition of TNFα for 24 hours. Cells were treated with TNFα for 24 hours as previous data showed that this length of TNFα treatment was necessary to generate a TNFα-mediated suppression of chondrocyte matrix genes, owing to the stability of chondrocyte matrix gene mRNAs [27-30].

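Chondrocytes treated with TNFα held more transcript of several chemokines, secreted proteins that attract leukocytes, and less of several cartilage proteins than with DMSO. Of 31 measured chemokines, 12 rose, 0 fell and 19 did not pass the limma test. Ccl2, which attracts monocytes, had an intensity of 15570 ± 2169 (SD, n = 2 experiments) with TNFα and 556 ± 392 (SD, n = 2) with DMSO. It was 50.31-fold higher in experiment 1 and 20.53-fold higher in experiment 2 (log2 fold change 5.01, standard error 0.26, adjusted p = 4.60e-04 from limma). The 10 genes with the largest rises among those that passed the test also held the chemokines Cxcl13, Ccl20, Ccl9, Cxcl1 and Ccl7, which rose by 8.89-fold to 14.57-fold. The others were Gbp7, a guanylate-binding protein (16.53-fold), the matrix metalloproteinase Mmp3 (10.26-fold), Pla2g2a, a secreted phospholipase (8.81-fold, from 22.35-fold and 3.47-fold in the experiments), and Steap4, a metalloreductase (8.17-fold). Among the 10 largest falls that passed, Gdf10, a growth factor of the BMP family, fell by 1.73 on the log2 scale, and the sodium and myo-inositol transporter Slc5a3 fell by 1.46. Clec3a and Mia, which are made in cartilage, fell by 1.43 and 1.33, and Cavin2, C1qtnf3, Tmeff1, Abcc9, Mall and Ebf2 fell by between 1.14 and 1.33. In all, 628 probe sets differed at least 1.45-fold in the same direction in both experiments, 513 higher and 115 lower with TNFα. A further 5 passed 1.45-fold in opposite directions in the experiments. Simulated groups with the measured spread and no effect gave a mean of 9.18 such probe sets over 100 draws. limma called 1611 probe sets at an adjusted p under 0.05, 1057 higher and 554 lower, and 573 of the 628 were among them. The fold was larger in experiment 1 than in experiment 2 for 452 of the 628. Leaving out 1 array lowered the limma count to 456 without DMSO of experiment 1, 606 without DMSO of experiment 2, 700 without TNFα of experiment 1, 888 without either U0126 array and 826 without either array of U0126 with TNFα, and to 1538 without TNFα of experiment 2. A fit with no replicate block called 25.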

Microarray analysis from two independent experiments determined that 629 genes were regulated by TNFα signalling in both sets of experiments by at least 1.45-fold, the majority of which were increased in response to TNFα (Figure 2). Of these genes, alterations of 138 (~22%) were attenuated with U0126. Furthermore, of the remaining genes that were not regulated by TNFα, 62 genes were regulated by U0126 alone, indicating that basal MEK/ERK activity may also play a role in chondrocyte gene regulation. 

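The measured share of the TNFα response kept with U0126 varied between genes, while 0 probe sets passed the limma test for a changed response. Cd68, a lysosomal protein abundant in macrophages, was 2.19-fold and 1.48-fold higher with TNFα than with DMSO in experiments 1 and 2, but 1.10-fold and 1.15-fold higher with U0126 and TNFα than with U0126 alone. C4bpa, which encodes a chain of a complement inhibitor, was 2.56-fold and 1.87-fold higher without U0126 and 1.37-fold and 1.32-fold with it. Nfkb2, a subunit of NF-κB, was 2.65-fold and 2.71-fold higher with TNFα and 2.53-fold and 2.65-fold higher when U0126 was present throughout. By the fold rule, 138 of the 628 TNFα-regulated probe sets, or 22.0% (95% Wilson interval 18.9 to 25.4 for counting error), stayed below 1.45-fold over U0126 alone in both experiments, 108 raised and 30 lowered by TNFα. The other 490 count as MEK/ERK independent. Of these, 196 stayed below 1.45-fold in exactly 1 experiment. The 138 kept a median of 38.8% of the log2 response to TNFα and the 490 kept 73.4%, a contrast that follows from how the rule splits them. The response was smaller with U0126 in both experiments for 383 of the 490, which, like all 628, were chosen for their response without U0126, a choice that favours a smaller response with it. Across the 628 probe sets, which are not independent of one another, the log2 responses with and without U0126 had a slope of 0.719 and a Pearson r of 0.923. In the limma test of the difference between the responses, 0 probe sets passed an adjusted p of 0.05 and 2833 had an unadjusted p under 0.05, of which 233 were among the 628 and had a smaller response with U0126, 107 of them among the 138. In simulated data of this design, the same test found 49 of 50 probe sets whose 2-fold response was fully blocked and 13 of 50 with a 1.45-fold response. These rates hold for the simulated spread only. Among TNFα-regulated genes the standard error of the difference was, for example, 0.08 for Nfkb2, 0.29 for Mmp9 and 0.43 for Mmp12. Mmp9 did not pass at a log2 difference of -1.37 (adjusted p = 0.499). For genes with such a spread, not passing does not show an unchanged response. Of the 1611 probe sets that limma called for TNFα, 335 were also called, in the same direction, between U0126 with TNFα and U0126 alone. The 384 calls behind this count were 20 and 53 without the U0126 array of experiment 1 or 2, 32 and 44 without that of U0126 with TNFα, and 5 with no replicate block. When the fold rule was turned around, 30 of 377 probe sets past 1.45-fold over U0126 alone, or 8.0%, stayed below it in TNFα over DMSO. Requiring less than 1.45-fold in at least 1 experiment in place of both gave 334 dependent probe sets, and experiment 2 alone gave 746 and experiment 1 alone 1017. The paper reasons that a TNFα-regulated probe set altered less than 1.45-fold after its fold is normalized to U0126 alone is regulated by TNFα in a U0126-sensitive fashion, and states that MEK/ERK signalling regulates a portion of the TNFα-regulated genes (Figure 2).

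**Figure D1:**
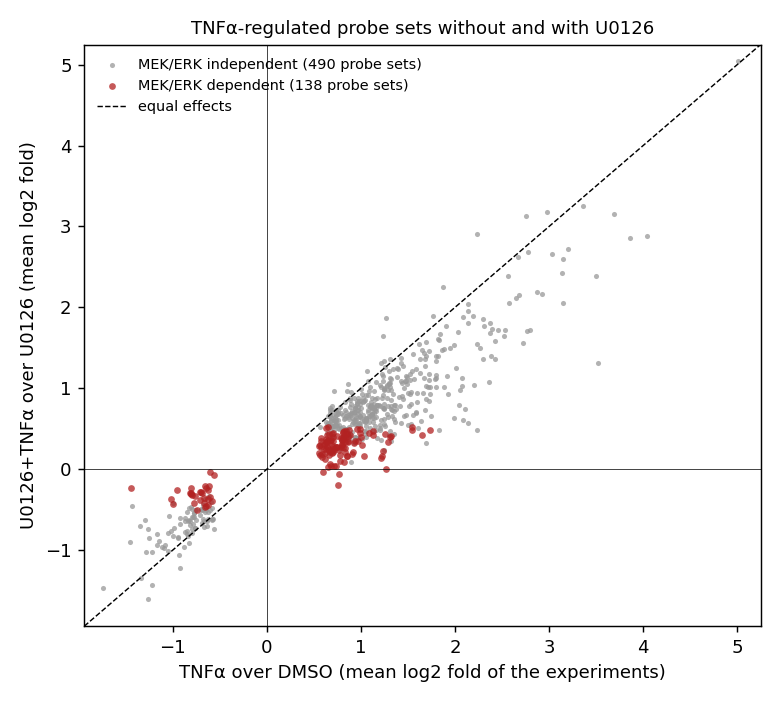
Each point is 1 of the 628 TNFα-regulated probe sets. The horizontal axis gives the mean log2 fold of TNFα over DMSO in the 2 experiments and the vertical axis that of U0126 with TNFα over U0126 alone. Most points lie between the dashed line of equal effects and 0, and the 138 MEK/ERK-dependent probe sets (red), which the rule holds to small folds on the vertical axis, overlap there with some of the independent ones.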

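U0126 alone raised Nqo1, Ahrr and other genes, while values of Egr1, Dusp6 and Etv5, which ERK signalling is known to induce, lay below those with DMSO in both experiments without passing the test. Nqo1, a quinone reductase, had an intensity of 15919 ± 486 (SD, n = 2) with U0126 and 4510 ± 708 (SD, n = 2) with DMSO (log2 fold change 1.83, standard error 0.11, adjusted p = 0.00544 from limma). Ahrr, a repressor of the aryl hydrocarbon receptor, rose by 3.30-fold, and the cytochromes Cyp1a1 and Cyp1b1 rose by 2.96-fold and 2.55-fold. Aldh3a1, an aldehyde dehydrogenase, rose by 2.83-fold, Pir, a nuclear iron-binding protein, by 2.42-fold, Tiparp, an ADP-ribosyltransferase, by 2.04-fold and Srxn1, a sulfiredoxin, by 2.00-fold. Ramp1, a partner of the calcitonin receptor-like receptor, rose by 2.16-fold, and Sema3b, a semaphorin, by 1.94-fold. These 10 genes had the largest rises among those that passed the limma test, and Ptgr1, a reductase chosen after its values were seen, was at 2.40-fold and 2.71-fold without passing it (adjusted p = 0.148). The transcription factor Egr1 was at 0.35-fold and 0.36-fold of DMSO in experiments 1 and 2 (log2 fold change -1.49, standard error 0.16, adjusted p = 0.0527). Dusp6, an ERK phosphatase, was at 0.58-fold and 0.64-fold (adjusted p = 0.148) and Etv5, a transcription factor, at 0.32-fold and 0.47-fold (adjusted p = 0.148). Of 18 measured genes of ERK output, listed before the data were examined, 0 passed the limma test over all probe sets, while 6 were lower and 1 higher when adjusted over the list alone. The list was lower as a group by limma's camera (adjusted p = 6.23e-05), but not with an estimated correlation (adjusted p = 0.617) or by limma's fry (adjusted p = 0.289). By the fold rule 90 probe sets differed between U0126 and DMSO, 56 higher and 34 lower, and 63 of them, 46 higher and 17 lower, were not TNFα-regulated. Of the 27 that were also TNFα-regulated, 11 went the same way with both treatments and 16 the opposite way. Independent lists would be expected to share 1.05 in the same direction and 0.77 in the opposite one. Both comparisons use the DMSO arrays, and simulated groups with no effect gave a mean overlap of 1.34 through them. Those groups held a mean of 9.18 probe sets past the fold rule, against 628 and 90 here, and no true effects near the threshold. The draws therefore do not show how much of the overlap of 27 came through the shared arrays. limma called 18 probe sets, all higher, and 4118 had an unadjusted p under 0.05. That count was 0 without either U0126 array, 1 without either DMSO array, 5 without either array of U0126 with TNFα and 0 with no replicate block, and experiment 1 alone took 151 probe sets past 1.45-fold against 671 in experiment 2 alone.

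**Figure D2:**
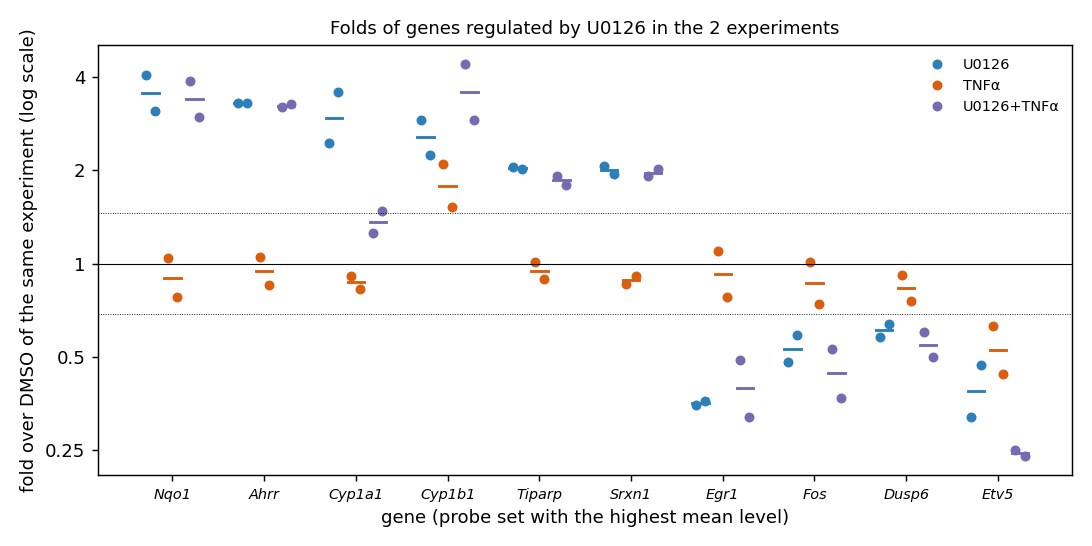
Folds over DMSO of the same experiment (log scale) for U0126, TNFα, and U0126 with TNFα. The left point of each pair is experiment 1, the right point is experiment 2, each bar is their geometric mean, and dotted lines mark 1.45-fold either way. Nqo1, Ahrr, Tiparp and Srxn1 are higher in both groups given U0126, and Egr1, Fos, Dusp6 and Etv5 are lower in both. Fos, a partner in AP-1, was chosen after its values were seen.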

Complete microarray data have been deposited in the Gene Expression Omnibus public repository [GEO:GSE14402].

**Figure 2:**
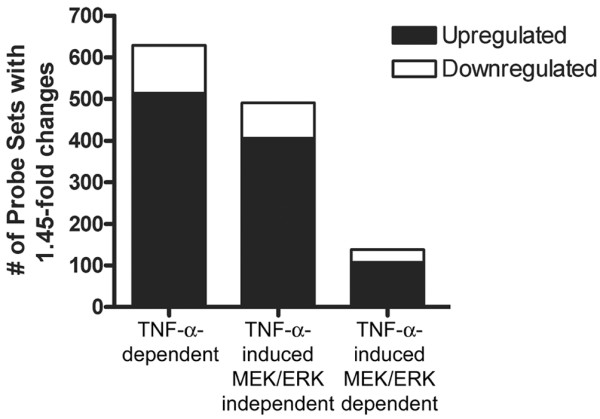
**Activated MEK/ERK signalling regulates a portion of genes regulated by TNFα signalling**. Total mRNA from two independent experiments of primary chondrocytes pretreated with dimethyl sulfoxide or U0126 for 30 minutes followed by treatment with vehicle or TNFα for 24 hours was subjected to microarray analysis. The number of probe sets changing expression ≥ 1.45-fold in TNFα-treated cells (first bar), and the distribution of those changes that are dependent (second bar) or independent (third bar) of mitogen-activated kinase kinase (MEK) 1/2 activity. Probe sets showing ≥ 1.45-fold fold changes with U0126 treatment alone are indicated by the last bar. In order for a probe set to be counted in these categories, the gene needed to be increased or decreased in the same direction ≥ 1.45-fold in both of the two independent experiments. For each bar, the number of genes downregulated (white) and upregulated (black) are indicated. ERK, extracellular regulated kinase.

### Selective extracellular matrix and proteinase genes are regulated by TNFα-induced MEK/ERK signalling

We further analysed the lists of genes that were induced by TNFα using specific gene ontologies. 

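Secreted and extracellular proteins made up a larger share of the TNFα-regulated genes than of all genes on the array. A list of 321 measured extracellular genes, fixed by symbol before the data were examined, stood in for the gene ontology. Of 69 genes that were MEK/ERK dependent by the fold rule, 5 were on the list, or 7.2% against 2.3% of all 14217 genes (odds ratio 3.42, Fisher's exact test, two-sided, p = 0.0197). They were Acan, the core protein of aggrecan, Lama5, a laminin chain, the chemokine Cxcl3, the complement regulator C4bpa and the metalloproteinase Mmp12. All but Lama5 are in Table 1, which the study chose on these arrays and which had been seen when the list was written, so the test is not independent evidence. Each gene was classed by its probe set of the highest level. That probe set is the only dependent one of 5 for Cxcl3 and of 2 for Acan. The Cxcl3 probe set of mean intensity 110 was independent, and its others were not TNFα-regulated. Lama5, described here after its values were seen, was 1.73-fold and 1.81-fold higher with TNFα in experiments 1 and 2 (adjusted p = 0.0113). Of 312 MEK/ERK-independent genes, 35 were on the list, or 11.2% (odds ratio 6.02, Fisher's exact test, two-sided, p = 3.83e-15). Genes of Table 1 are among these too. All of these but Gdf10 and the lysyl oxidase homolog Loxl3 were higher with TNFα. They included C3, a central complement protein, at 12.04-fold and 3.79-fold in the experiments, Spp1, which encodes osteopontin, at 8.28-fold and 2.14-fold, and Lcn2, an iron-siderophore binding protein, at 7.05-fold and 1.90-fold. Over the whole list, 35 genes rose, 15 fell and 271 did not pass the limma test, or 59 rose and 42 fell when adjusted over the list alone. Their median log2 fold change was -0.06 and their mean 0.19, and the list did not pass camera as a group (adjusted p = 0.596).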

Analysis of the list of TNFα-induced, MEK/ERK-dependent and MEK/ERK-independent probe sets indicated that there was significant representation (*P *< 0.05) of genes whose protein products localize to the extracellular space within both lists (Table 1). 

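Several cartilage matrix genes fell with TNFα, and Acan and Cnmd were higher with U0126 and TNFα than with TNFα alone. Acan, the aggrecan core protein that the paper calls Agc1, had intensities of 16432 ± 7276 (SD, n = 2) with DMSO, 11081 ± 4724 with TNFα and 17729 ± 7478 with U0126 and TNFα. The SD mostly reflects a level shift between the experiments, within which Acan was at 0.67-fold and 0.69-fold of DMSO with TNFα and at 1.07-fold and 1.10-fold with U0126 and TNFα. Its log2 fold change with TNFα was -0.56 (standard error 0.06, adjusted p = 0.0064), and it was higher with U0126 and TNFα than with TNFα alone by 0.68 on the log2 scale (standard error 0.06, adjusted p = 0.0215). The other probe set of Acan, of mean intensity 12494 against 14924, passed limma in both comparisons (adjusted p = 0.00751 and 0.016). At 0.61-fold and 0.70-fold of DMSO with TNFα, it missed 1.45-fold in experiment 2. The fold rule therefore does not count it as TNFα-regulated. Hapln1, the link protein that ties aggrecan to hyaluronan, was at 0.63-fold and 0.74-fold of DMSO with TNFα (adjusted p = 0.0263) and at 0.91-fold and 1.14-fold with U0126 and TNFα. Its other probe sets, of mean intensity 5757 and 4698 against 12081, passed 1.45-fold in both experiments and were MEK/ERK dependent by the fold rule. The Hapln1 probe set of mean intensity 4698 still fell with TNFα over U0126 alone (log2 fold change -0.42, adjusted p = 0.0404 from limma). It was also higher with U0126 and TNFα than with TNFα alone (0.56, adjusted p = 0.0397). The one of mean intensity 5757 passed neither comparison. Of 17 measured cartilage matrix genes, listed before the data were examined, 9 fell, 0 rose and 8 did not pass the limma test, or 11 fell and 1 rose when adjusted over the list alone. Cnmd, or chondromodulin, fell to 0.57-fold and Matn1, or matrilin 1, to 0.66-fold. The list fell as a group by camera (adjusted p = 9.28e-07, or adjusted p = 0.267 with an estimated correlation, and adjusted p = 0.00739 by limma's fry). Between U0126 with TNFα and TNFα alone, 2 of the 17, Acan and Cnmd, rose and 0 fell, or 11 rose when adjusted over the list alone. All calls of this comparison, Acan and Cnmd among them, ended without either array of U0126 with TNFα and with no replicate block, where the limma count went from 79 to 0. In the difference of the responses 0 of the 17 passed, or 3 were higher when adjusted over the list alone. Of 15 genes of hyaluronan binding, Tnfaip6, a hyaluronan-binding protein induced in inflammation (3.70-fold), and the hyaluronan receptor Cd44 (2.38-fold) rose, while Acan and Hapln1 fell, or 3 rose and 5 fell when adjusted over the list alone. The proteinase Mmp9, a gelatinase, rose with TNFα to 2.90-fold and 3.59-fold of DMSO and stood at 1.03-fold and 0.91-fold with U0126 and TNFα. Over U0126 alone it was 1.05-fold and 1.49-fold higher, so this probe set passed 1.45-fold in experiment 2, while its other probe set, of mean intensity 84 against 133, was MEK/ERK dependent at 0.96-fold and 1.39-fold. U0126 lowered Mmp9 in the presence of TNFα (log2 fold change -1.74, standard error 0.20, adjusted p = 0.0394). Mmp12, or macrophage elastase, rose with TNFα to 5.04-fold and 1.69-fold (adjusted p = 0.0399) and was at 1.29-fold and 0.67-fold with U0126 and TNFα. In the presence of TNFα its change with U0126 did not pass the test (log2 fold change -1.65, adjusted p = 0.0989). The difference of the responses did not pass it for Acan, Hapln1, Mmp9 or Mmp12, with adjusted p between 0.499 and 0.538. Along with Mmp12 and Cd68, the macrophage markers Ctss (1.39-fold) and Cd74 (3.30-fold) rose with TNFα, while the median log2 fold change of 21 macrophage markers was -0.07.

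**Figure D3:**
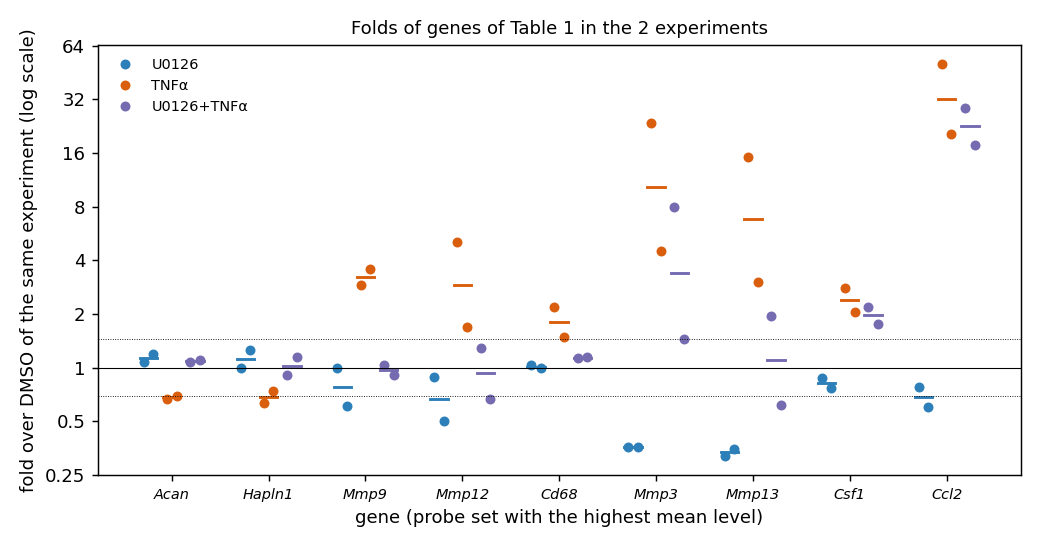
Folds over DMSO of the same experiment (log scale) of 9 genes of Table 1 with U0126, TNFα, and U0126 with TNFα. The left point of each pair is experiment 1, the right point is experiment 2, each bar is their geometric mean, and dotted lines mark 1.45-fold either way. With U0126 and TNFα, Acan, Hapln1, Mmp9, Mmp12 and Cd68 lie between 0.67-fold and 1.29-fold, while Csf1 stands at 2.20-fold and 1.76-fold and Ccl2 at 28.69-fold and 17.78-fold.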

Further analysis of the list of TNFα-regulated, MEK/ERK-dependent genes – whose products are found in the extracellular space – indicated that some of these genes were significantly categorized by the molecular function of their protein products into categories that included hyaluronic acid binding activity (including Agc1 and Hapln1) and proteinase activity (including Mmp-9 and Mmp-12). 

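The chemokine Ccl2, the cytokine Csf1 and the protease Plau, which activates plasminogen, rose with TNFα both with and without U0126. Of 31 measured chemokines, listed before the data were examined, 12 rose, 0 fell and 19 did not pass the limma test with TNFα, or 16 rose and 2 fell when adjusted over the list alone. The list rose as a group by camera (adjusted p = 1.13e-06, or adjusted p = 0.311 with an estimated correlation, and adjusted p = 0.0128 by fry). Between U0126 with TNFα and U0126 alone, 8 rose and 0 fell, among them Ccl2 (33.07-fold), Ccl7 (6.06-fold), Cxcl11 (3.71-fold), which attracts T cells, and Cxcl10 (3.66-fold). Between U0126 with TNFα and TNFα alone, 27 of the 31 were below 0, Ccl5 fell and 0 rose, or 8 fell when adjusted over the list alone, and the list was lower by camera (adjusted p = 2.62e-06, or adjusted p = 0.539 with an estimated correlation and adjusted p = 0.196 by fry). In the difference of the responses 23 of the 31 were below 0, with 0 past the limma test (camera adjusted p = 0.0685), and Ccl9 stood at -2.20 on the log2 scale (adjusted p = 0.499). Ccl5, another T cell attractant, rose with TNFα to 3.45-fold and 5.25-fold and was 1.29-fold and 1.80-fold higher over U0126 alone, and it was lower with U0126 and TNFα than with TNFα alone by a log2 fold change of -1.63 (standard error 0.18, adjusted p = 0.0381). Csf1, the growth factor of macrophages, had intensities of 3214 ± 432 (SD, n = 2) with DMSO, 7651 ± 662 with TNFα, 2630 ± 128 with U0126 and 6291 ± 153 with both. It rose by 2.39-fold without U0126 (adjusted p = 0.00243) and by 2.39-fold with it (adjusted p = 0.00535), with a difference of 0.00 on the log2 scale (standard error 0.15, adjusted p = 0.995). The Csf1 probe set of mean intensity 3022 was also MEK/ERK independent, at 2.70-fold and 2.08-fold with TNFα. Those of mean intensity 3583 and 1211 were not TNFα-regulated by the fold rule. They stood at 1.53-fold and 1.38-fold, and at 1.21-fold and 1.17-fold, in experiments 1 and 2. Il34, which shares the receptor of Csf1, rose by 4.22-fold without U0126 and by 2.17-fold with it. Of 43 measured cytokines, 3 rose with TNFα, Il34, Csf1 and Tnfsf13, and 0 fell, or 6 rose and 6 fell when adjusted over the list alone. Of 41 genes of the plasminogen system and the serpins, 5 rose and 0 fell, or 7 rose when adjusted over the list alone, among them the plasminogen activators Plat (3.22-fold) and Plau (2.23-fold). Plau also rose over U0126 alone (2.11-fold, adjusted p = 0.00893), and Plat was 1.66-fold higher (adjusted p = 0.153). Of 34 ADAM and ADAMTS genes, Adam17, the sheddase that releases TNFα, rose by 1.64-fold and Adam22 fell to 0.71-fold, or 3 rose and 1 fell when adjusted over the list alone. Of 17 matrix metalloproteinases 4 rose and 0 fell, Mmp9, Mmp12, Mmp13 and Mmp3, or 4 rose and 3 fell when adjusted over the list alone. The collagenase Mmp13 rose with TNFα to 15.20-fold and 3.04-fold in experiments 1 and 2 (adjusted p = 0.0433), and Mmp3 to 23.52-fold and 4.48-fold (adjusted p = 0.0377). With U0126 alone Mmp13 was at 0.32-fold and 0.35-fold of DMSO and Mmp3 at 0.36-fold in both experiments, and with U0126 and TNFα Mmp13 was at 1.94-fold and 0.62-fold, and Mmp3 at 8.0-fold and 1.45-fold. The fold rule places both among the independent genes. The lists of MEK/ERK-dependent and MEK/ERK-independent genes in Table 1 were chosen by the study on these arrays and are not independent evidence. With TNFα, 20 of the 26 independent genes rose and 2 fell, or 24 and 2 when adjusted over the list alone. Over U0126 alone 11 rose and 2 fell, or 22 and 2 when adjusted over the list alone. Of the 12 dependent genes, 8 rose and 3 fell with TNFα, and 0 passed the limma test over U0126 alone, where 3 rose when adjusted over the list alone.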

Analysis of the TNFα-regulated, MEK/ERK-independent list of genes whose protein products were localized to the extracellular space determined that many of the protein products of these genes were involved in a variety of activities, including chemokine/cytokine activity – including macrophage Csf-1 – and various protease activities. 

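Most targets of NF-κB, the transcription factor that drives inflammatory genes, rose with TNFα both without and with U0126. Of 22 measured NF-κB target genes, listed before the data were examined, 18 rose and 0 fell with TNFα, or 20 rose and 1 fell when adjusted over the list alone, and between U0126 with TNFα and U0126 alone 15 rose and 0 fell. Nfkbia, the inhibitor IκBα, rose by 6.88-fold without U0126 and by 6.43-fold with it. Tnfaip3, which restrains NF-κB signalling, rose by 5.94-fold and 4.16-fold, and Birc3, an inhibitor of cell death, by 6.39-fold and 4.45-fold. The subunits Relb and Nfkb1 rose by 3.55-fold and 1.71-fold without U0126 and by 3.02-fold and 1.41-fold with it, while Rela rose with TNFα alone (log2 fold change 0.55, adjusted p = 0.0148) and did not pass over U0126 alone (0.40, adjusted p = 0.082). For the list as a group, camera gave an adjusted p of 8.14e-21 with TNFα and 4.96e-31 over U0126 alone (adjusted p = 0.267 and adjusted p = 0.298 with an estimated correlation). The median log2 fold change was 1.68 without U0126 and 1.38 with it, and the difference was below 0 for 19 of the 22 genes. None of the 22 passed the limma test of the difference. As a group they were lower in it (median -0.17 on the log2 scale, camera adjusted p = 0.00114, or adjusted p = 0.69 with an estimated correlation and adjusted p = 0.658 by fry). Of 13 genes of prostaglandin and nitric oxide synthesis, Pla2g2a, Ptges, a prostaglandin E synthase (5.15-fold), and Gch1, which makes the cofactor of nitric oxide synthase (3.46-fold), rose with TNFα, and the prostacyclin synthase Ptgis fell to 0.76-fold, with the same counts when adjusted over the list alone. Over U0126 alone 0 of the 13 passed the limma test, or 2 rose and 1 fell when adjusted over the list alone. Ptges was 11.50-fold and 2.31-fold higher with TNFα in experiments 1 and 2, and 2.31-fold and 1.93-fold higher over U0126 alone.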

The inflammatory genes, however, appeared to be primarily U0126 insensitive.

**Table 1:** Extracellular space genes regulated at least 1.45-fold by TNFα^a^

Gene	Accession number	Description	Fold change			Basal MEK/ERK dependent
				
			U0126	TNF	TNF + U0126	
**TNFα-regulated MEK/ERK dependent**						
		*Hyaluronic acid binding activity*				
Agc1	[GenBank:NM_022190]	Aggrecan 1	1.14	0.68	1.08	
Hapln1	[GenBank:NM_019189]	Hyaluronan and proteoglycan link protein 1	1.15	0.65	0.96	
		*Collagenase or metallopeptidase activity*				
Mmp-12	[GenBank:NM_053963]	Matrix metallopeptidase 12	0.67	2.92	0.93	
Mmp-9	[GenBank:NM_031055]	Matrix metallopeptidase 9	0.87	1.89	1.01	
		*Metallopeptidase activity*				
Arts1, ERAP1, Appils	[GenBank:NM_030836]	Type 1 TNF receptor shedding aminopeptidase regulator	1.33	1.78	1.55	
		*Complement binding*				
C4bpa	[GenBank:NM_012516]	Complement component 4 binding protein, alpha	1.01	2.19	1.35	
		*Others*				
Amigo2	[GenBank:NM_182816]	Adhesion molecule with Ig-like domain 2	0.99	1.55	1.26	
Cacna2d3	[GenBank:NM_175595]	Calcium channel, voltage-dependent, α_2_/δ_3 _subunit	0.82	1.56	0.99	
Cd68 (predicted)	[GenBank:NM_001031638]	CD68 antigen	1.01	1.80	1.14	
Cgref1, Cgr11	[GenBank:NM_139087]	Cell growth regulator with EF hand domain 1	1.01	0.61	0.83	
Cyp4b1	[GenBank:NM_016999]	Cytochrome P450, family 4, subfamily b, polypeptide 1	1.71	1.72	1.83	
Gm1960, Cinc2, Cinc-2	[GenBank:NM_138522]	Gene model 1960 (NCBI)	0.94	2.38	1.27	
**TNFα-regulated MEK/ERK independent**						
		*Peptidase activity*				
Adam17; TACE	[GenBank:NM_020306]	A disintegrin and metalloproteinase domain 17 (TNF, alpha, converting enzyme)	0.93	1.64	1.41	
Mmp13	[GenBank:XM_343345]	Matrix metallopeptidase 13	0.33	6.80	1.10	*
Ctsc	[GenBank:NM_017097]	Cathepsin C	1.18	2.84	1.72	
Serpinb2, Pai2a	[GenBank:NM_021696]	Serine (or cysteine) proteinase inhibitor, clade B, member 2	0.75	3.47	1.68	
Plat, tPA, PATISS	[GenBank:NM_013151]	Plasminogen activator, tissue	0.94	3.22	1.56	
Plau, UPAM	[GenBank:NM_013085]	Plasminogen activator, urokinase	1.36	2.23	2.87	
C1s, r-gsp	[GenBank:NM_138900], [GenBank:XM_575664]	Complement component 1, s subcomponent	1.05	1.98	1.88	
Cpxm1 (predicted)	[GenBank:XM_215840]	Carboxypeptidase × 1 (M14 family) (predicted)	1.21	3.11	1.84	
Mmp3	[GenBank:NM_133523]	Matrix metallopeptidase 3	0.36	10.26	3.41	*
		*Chemokine activity*				
Ccl5, Scya5, Rantes	[GenBank:NM_031116]	Chemokine (C-C motif) ligand 5	0.90	4.26	1.37	
Cxcl12, Sdf1	[GenBank:NM_001033882], [GenBank:NM_001033883], [GenBank:NM_022177]	Chemokine (C-X-C motif) ligand 12	0.75	2.17	1.33	
Ccl20, ST38, Scya20	[GenBank:NM_019233]	Chemokine (C-C motif) ligand 20	0.65	12.86	5.82	
Cx3cl1, Cx3c, Scyd1	[GenBank:NM_134455]	Chemokine (C-X3-C motif) ligand 1	0.72	4.41	2.95	
Cxcl1, Gro1, CINC-1	[GenBank:NM_030845]	Chemokine (C-X-C motif) ligand 1	0.55	9.18	3.61	*
Cxcl10, IP-10, Scyb10	[GenBank:NM_139089]	Chemokine (C-X-C motif) ligand 10	0.88	2.40	3.22	
Ccl2, MCP-1, Scya2, Sigje	[GenBank:NM_031530]	Chemokine (C-C motif) ligand 2	0.68	32.14	22.59	
		*Cytokine or growth factor activity*				
Bmp2	[GenBank:NM_017178]	Bone morphogenetic protein 2	0.89	1.61	1.53	
Gdf10	[GenBank:NM_024375]	Growth differentiation factor 10	0.59	0.30	0.21	*
Csf1	[GenBank:NM_023981]	Macrophage colony-stimulating factor 1	0.86	2.37	2.17	
Ifngr1	[GenBank:NM_053783]	IFNγ receptor 1	0.96	1.97	1.39	
Spp1, OSP	[GenBank:NM_012881]	Secreted phosphoprotein 1	0.97	4.21	1.98	
Vegfa	[GenBank:NM_031836]	Vascular endothelial growth factor A	1.11	1.80	1.43	
		*ATPase activity*				
Tap1, Cim, Abcb2	[GenBank:NM_032055]	Transporter 1, ATP-binding cassette, subfamily B (MDR/TAP)	1.22	1.91	2.24	
Tap2, Cim, Abcb3	[GenBank:NM_032056]	Transporter 2, ATP-binding cassette, subfamily B (MDR/TAP)	1.01	2.11	1.91	
		*G-protein coupled receptor binding*				
Ramp1	[GenBank:NM_031645]	Receptor (calcitonin) activity modifying protein 1	2.16	0.53	0.93	
Ramp2	[GenBank:NM_031646]	Receptor (calcitonin) activity modifying protein 2	0.88	1.57	1.31	

^a^Genes separated into molecular function subcategories represented in the list of gene changing at least 1.45-fold by TNFα as either mitogen-activated kinase kinase (MEK)/extracellular regulated kinase (ERK) dependent or MEK/ERK independent. Specifically defined subcategories were identified in the molecular function gene ontology as significantly represented (*P *< 0.01) within the MEK/ERK dependent or MEK/ERK independent lists.

To validate the changes in gene expression in response to TNFα-induced MEK/ERK signalling determined by the microarray analysis, we identified the relative changes in transcript levels of the extracellular matrix components Agc1, Hapln1, and Col2a1, proteases Mmp-9 and Mmp-12, as well as the inflammatory cytokine macrophage Csf-1 (Figure 3). TNFα decreased Agc1 and Hapln1 (Figure 3a, b) and increased Mmp-9 and Mmp-12 (Figure 3e, f) in a MEK/ERK-dependent manner. In addition, Col2a1 – a gene not identified as MEK/ERK sensitive by microarray analysis – was also determined to be MEK/ERK sensitive (Figure 3c). 

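The 3 probe sets of Col2a1, the gene of type II collagen, gave different values on the arrays. The probe set of the highest level had an intensity of 29431 ± 3780 (SD, n = 2) with DMSO and 27120 ± 4013 with TNFα, at 0.93-fold and 0.91-fold of DMSO in experiments 1 and 2 (log2 fold change -0.12, standard error 0.06, adjusted p = 0.273). This lies near the top of the intensities on the arrays. The probe set with a mean intensity of 1572 was at 0.67-fold and 0.68-fold with TNFα (adjusted p = 0.0896) and at 0.50-fold and 0.86-fold with U0126 and TNFα over U0126 alone, which the fold rule counts as independent. The probe set with a mean intensity of 1040 was at 1.03-fold and 0.58-fold with TNFα (adjusted p = 0.349). None of the 3 passed the limma test in any of the 5 comparisons.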

Pretreatment with U0126, however, only partially attenuated the TNFα-induced reductions in Agc1, Hapln1 and Col2a1 transcript levels – to a level only moderately, but not significantly, lower than control treated cultures, suggesting the possible involvement of other pathways (Figure 3a to 3c). Conversely, TNFα-induced increases in macrophage Csf-1 were independent of MEK/ERK signalling (Figure 3d). As anticipated, the inactive U0126 analogue U0124 had no effect in any of the assays tested. Taken together, these results suggest that U0126 may attenuate the changes in chondrocyte gene expression towards a catabolic phenotype while allowing for inflammatory processes to be undisturbed.

**Figure 3:**
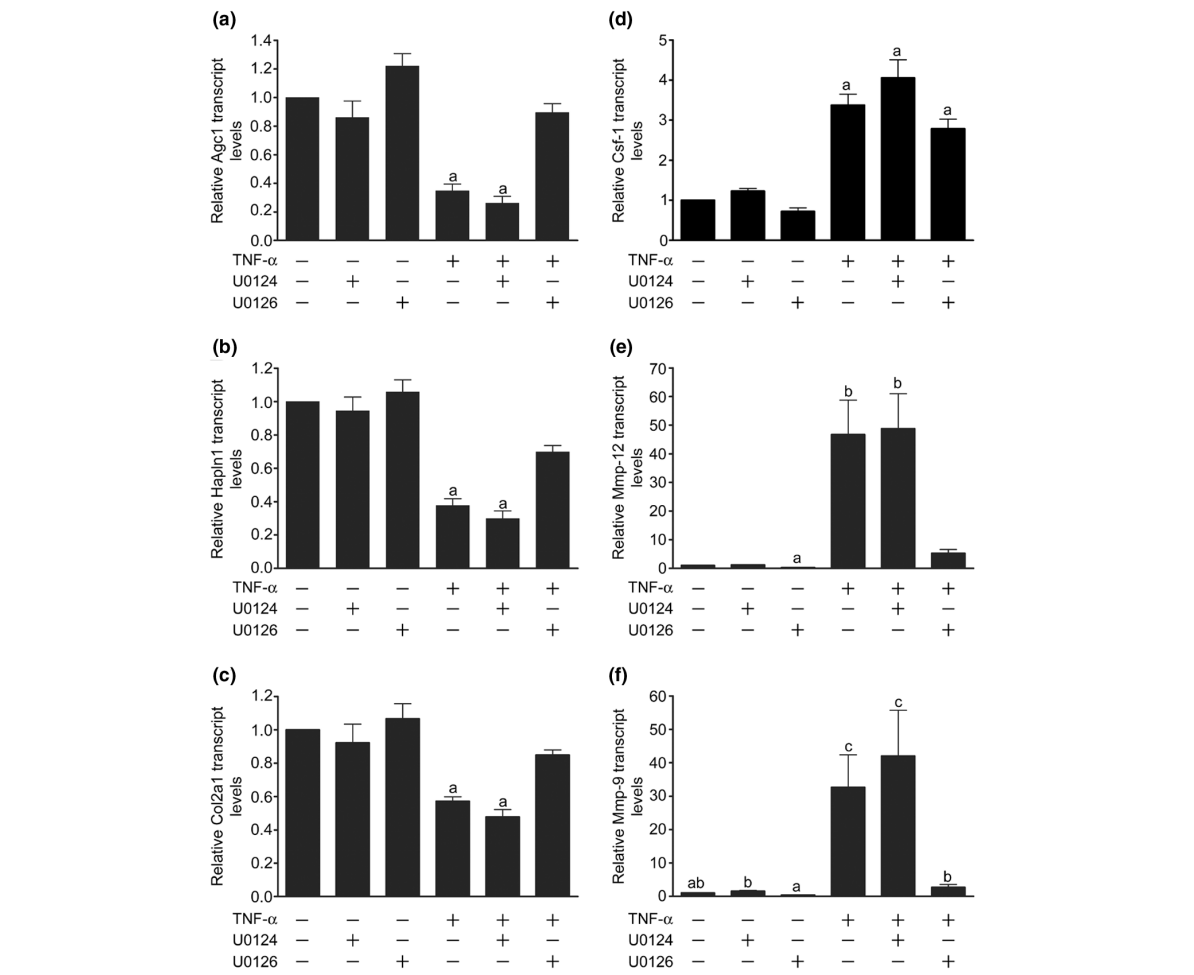
**TNFα regulates cartilage-selective matrix genes and proteinases in a MEK1/2-dependent manner**. Chondrocytes were pretreated with dimethyl sulfoxide, U0124 (10 μM) or U0126 (10 μM) for 30 minutes prior to treatment with TNFα for 24 hours. Total mRNA was collected and analysed for **(a) **aggrecan (Agc1), **(b) **link protein (Hapln1), **(c) **type II collagen (Col2a1), **(d) **macrophage colony-stimulating factor 1 (Csf-1), **(e) **matrix metalloproteinase-12 (Mmp-12) and **(f) **matrix metalloproteinase-9 (Mmp-9), and 18S transcript levels by quantitative real-time PCR. (a) to (f) Data were analysed by the ΔΔCT method to acquire matrix gene transcript levels relative to 18S transcript levels and were normalized to DMSO-treated cells. Data were log-transformed prior to analysis by one-way analysis of variance followed by Tukey's post-hoc tests. Unlabelled bars or bars labelled with the same lowercase letter are not significantly different (*P *> 0.05). Data are expressed as the mean ± standard error of five independent experiments – except (c), four independent experiments. MEK, mitogen-activated kinase kinase.

### Regulation of Sox9 and NFκB activity by TNFα are independent of MEK/ERK signalling

We next wanted to determine the possible molecular basis for TNFα-modulated, U0126-sensitive gene expression. First, we investigated whether U0126 affected the ability of TNFα to regulate the activity of the transcription factors Sox9 and NFκB, which are known to be regulated by TNFα in chondrocytes [10,12]. As expected, TNFα significantly reduced the level of Sox9 activity and increased the level of NFκB activity in chondrocytes (*P *< 0.01; Figure 4a, b). There was no significant effect, however, on the level of inhibition or the induction of Sox9 and NFκB activity, respectively, by either U0124 or U0126 (*P *> 0.05; Figure 4a, b). Furthermore, we found that TNFα-induced DNA binding of NFκB was reduced by pretreatment with DMSO (vehicle for the inhibitors) and was not further reduced by pretreatment with U0124, U0126 or the selective epidermal growth factor receptor inhibitor, PD153035 (Figure 4c). These results indicate that transcription factors other than Sox9 and NFκB are targets of TNFα-induced MEK/ERK signalling.

**Figure 4:**
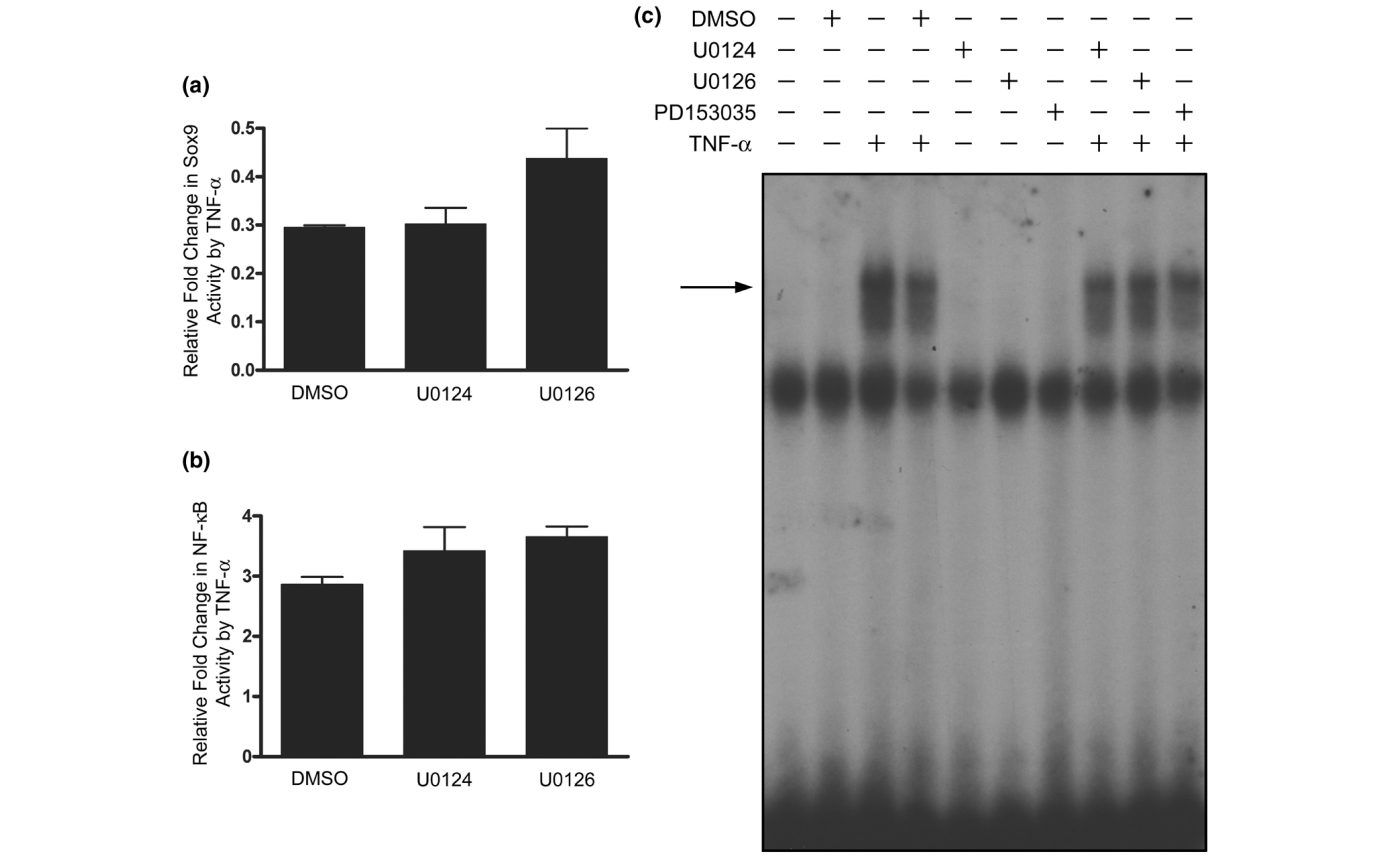
**TNFα-induced changes to Sox9 and NFκB functional activity are independent of MEK1/2 activity**. Chondrocytes transfected with **(a) **Sox9 or **(b) **NFκB reporters were pretreated with dimethyl sulfoxide (DMSO), U0124 (10 μM) or U0126 (10 μM) for 30 minutes followed by treatment with TNFα (30 ng/ml) for 24 hours. Data are ratios of (a) Sox9-regulated or (b) NFκB-regulated firefly luciferase units to constitutive cytomegalovirus-regulated renilla luciferase units in TNFα-treated cultures normalized to their respective DMSO-treated, U0124-treated or U0126 control-treated cultures. Data were log-transformed prior to analysis by paired *t *tests to determine significant reporter regulation by TNFα, followed by one-way analysis of variance to determine significant differences between the effects of DMSO, U0124 or U0126 pretreatment on TNFα-regulated reporter activity. Data are expressed as the mean ± standard error of four independent experiments. **(c) **Cells were pretreated with vehicle, DMSO, U0124 (10 μM) or U0126 (10 μM), or PD153035 (1 μM) for 30 minutes followed by treatment with TNFα (30 ng/ml) for 24 hours. Nuclear extracts (10 μg) were incubated with ^32^P-radiolabelled κB-consensus DNA. Resulting protein-DNA complexes were resolved on 4% polyacrylamide gels and exposed by autoradiography. Arrow, NFκB p65-containing protein-DNA complexes, as previously described [12]. The autoradiograph displayed is representative of three independent experiments.

### Egr-1 DNA binding is increased in a TNFα-induced MEK/ERK-dependent manner

To determine additional, candidate transcription factors that may regulated by MEK/ERK, we considered that Egr-1 is a known early target of MEK/ERK signalling and that IL-1 induction of Egr-1 inhibits the activity of the human type II collagen proximal promoter [31]. We therefore focused the remainder of our study on Egr-1 and its possible role in regulating U0126-sensitive TNFα-induced genes.

We identified multiple putative Egr-1 binding sites in the promoter regions of the rat Col2a1 and Agc1 genes that were proximal to the transcription initiation site and overlapped with putative Sp1 binding sites (Figure 5). TNFα treatment of chondrocytes over 24 hours did not alter the Egr-1 protein levels, and neither did treatment for 90 minutes alter the nuclear localization of Egr-1 (data not shown).

**Figure 5:**
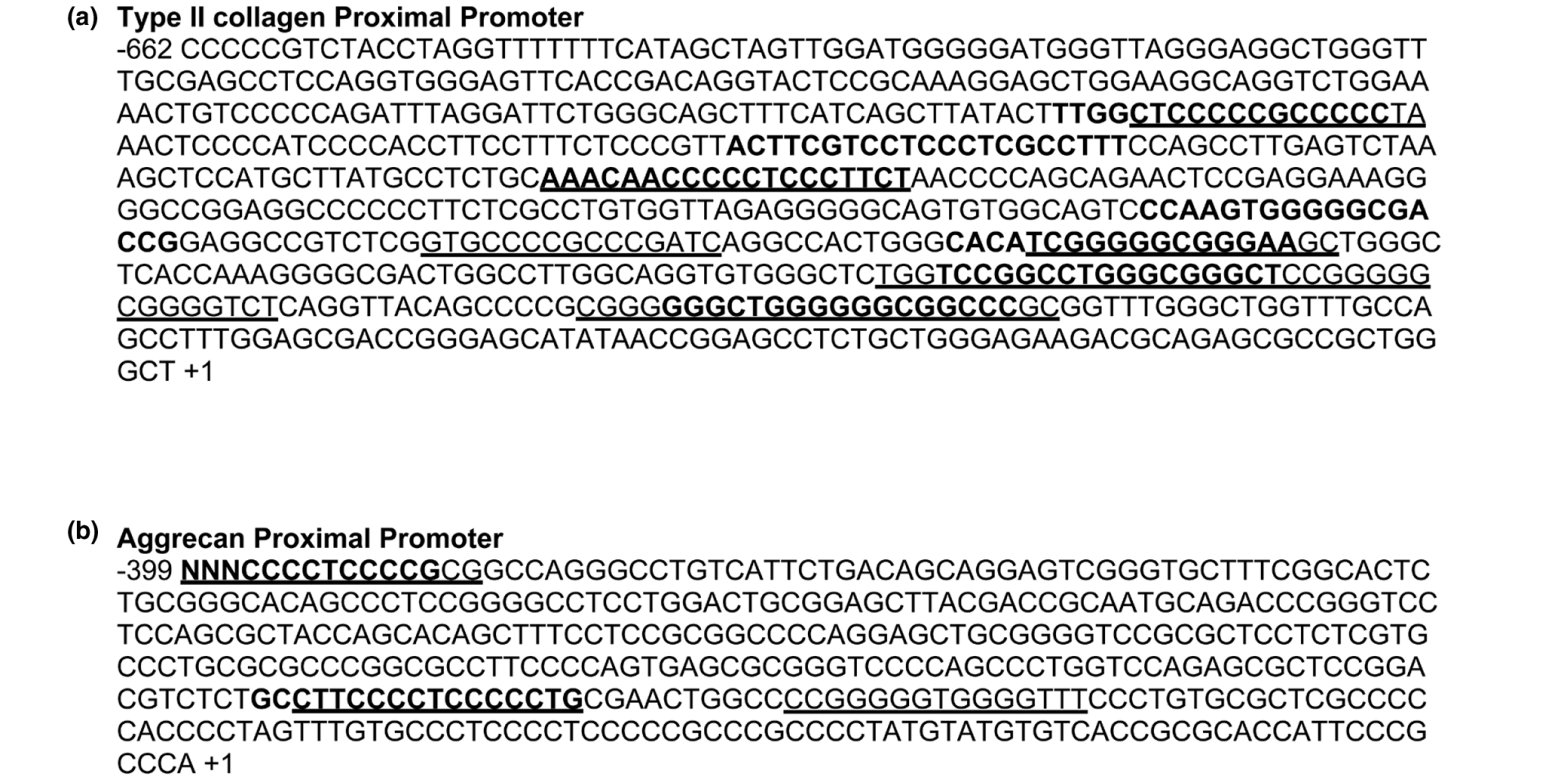
**Proximal promoters and overlapping binding regions for Sp1 and Egr-1**. Proximal promoters of rat type II collagen and aggrecan, but not of link protein, have overlapping binding regions for Sp1 and Egr-1. Upstream regions of **(a) **the rat type II collagen, **(b) **aggrecan and **(c) **link protein were analysed by TRANSFAC [26] for transcription factor binding sites. (a) and (b) Proximal to the transcriptional start site, the type II collagen and aggrecan promoters have multiple putative Sp1 (underlined) and Egr-1 binding sites (bold), some of which are found in overlapping regions.

We then used electrophoretic mobility shift assays to investigate whether the binding of Egr-1 to DNA was dependent on TNFα-induced MEK/ERK signalling. Nuclear extracts from chondrocytes treated with TNFα for 90 minutes increased the DNA binding of two complexes containing Egr-1 to an Egr consensus DNA binding site (Figure 6, arrowheads). Both complexes were reduced when extracts were preincubated with a 100-fold molar excess of double-stranded cold Egr consensus ODNs, but not with cold mutant Egr ODNs or NFκB consensus ODNs (Figure 6, arrowheads). Compared with preincubation of extracts with the anti-NFκB p65 antibody, preincubation of extracts with the anti-Egr-1 antibody specifically reduced the DNA-protein complexes attributed by the Egr consensus ODN competition studies to be a result of Egr/DNA binding (Figure 6, arrowheads). Pretreatment of cells with U0126 attenuated the increase in complex formation of both identified complexes. The binding of the identified complexes to DNA was inhibited by pretreatment with U0126 but not with U0124, indicating DNA binding of Egr-1 is dependent on TNFα-activated MEK/ERK signalling.

**Figure 6:**
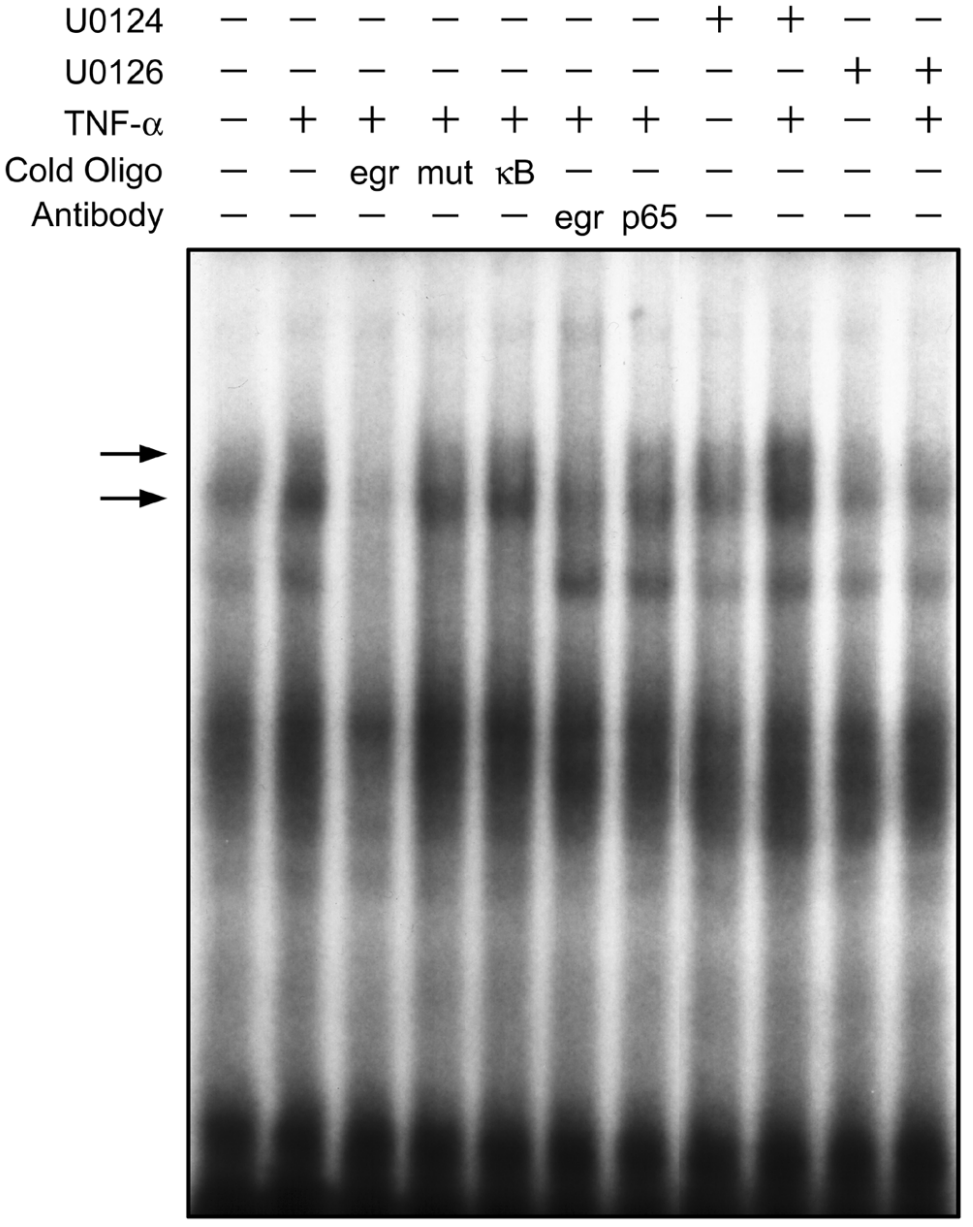
**Egr-1 DNA binding activity is increased by TNFα-induced MEK1/2 signalling in chondrocytes**. Cells were pretreated with dimethyl sulfoxide, U0124 (10 μM) or U0126 (10 μM) for 30 minutes prior to treatment with vehicle (-) or with 30 ng/ml TNFα (+) for 90 minutes. Nuclear extracts were incubated with ^32^P-radiolabelled oligodeoxynucleotides corresponding to the Egr consensus DNA binding sequence. In some cases, the nuclear extracts were incubated with 100-fold excess of cold specific Egr consensus oligodeoxynucleotides (egr), mutant Egr oligodeoxynucleotides (mut) or nonspecific oligodeoxynucleotides corresponding to the NFκB consensus sequence (κB). For antibody interference assays, nuclear extracts were preincubated with specific antibody for Egr-1 (egr) or nonspecific antibody for NFκB p65 isoform (p65). Resulting protein-DNA complexes were resolved on 4% polyacrylamide gels and exposed by autoradiography. Arrows, Egr-1-containing complexes. The autoradiograph shown is representative of three independent experiments.

### Egr family DNA binding is responsible for decreased chondrocyte matrix gene expression

To determine whether decreases in chondrocyte selective matrix gene expression in response to TNFα were dependent on the genomic DNA binding activity of Egr family members, we transfected cells with double-stranded ODNs containing phosphorothiolate modifications corresponding to the cognate and a mutated form of the Egr-DNA binding sequence (Figure 7). Transfection of cells with mutant double-stranded ODNs did not disrupt decreases induced by TNFα to Col2a1, Agc1 or Hapln1 transcript levels. Transfection using the cognate Egr double-stranded ODNs, however, attenuated the decreases in transcript levels of Col2a1, Agc1 and Hapln1 by TNFα. Egr-containing complexes, probably that include Egr-1, are therefore responsible for the reduced transcript levels of cartilage selective matrix genes in response to TNFα in chondrocytes.

**Figure 7:**
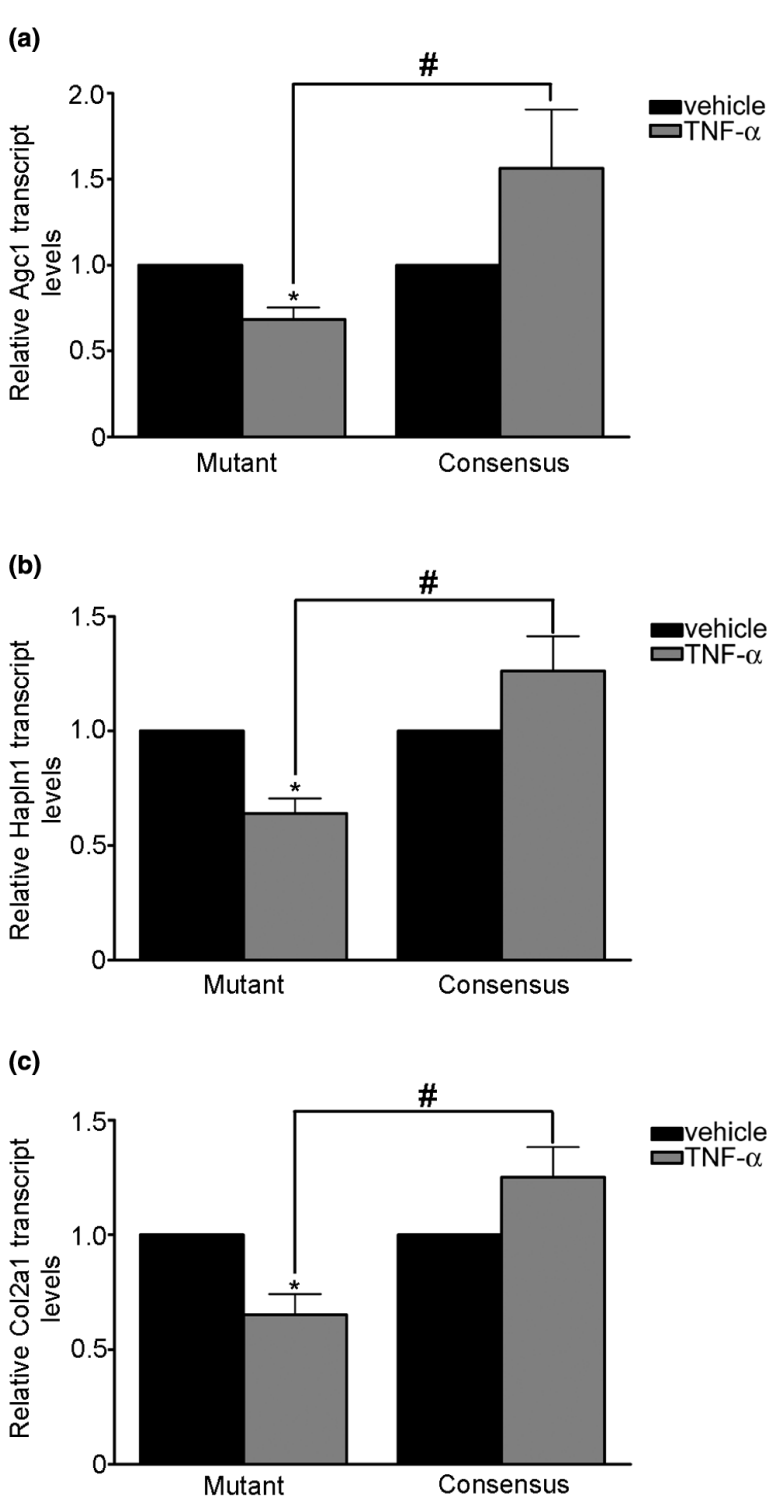
**Competitive inhibition of Egr transcription factor-DNA binding attenuates TNFα decreases in cartilage matrix transcripts**. Chondrocytes were transfected with 2 μM double-stranded, phosphorothiol-modified oligodeoxynucleotides containing Egr mutant or consensus DNA binding sequences and were treated with vehicle (black bars) or TNFα (grey bars) for 24 hours. Total RNA was collected and analysed by quantitative real-time PCR for **(a) **Agc1, **(b) **Hapln1 and **(c) **Col2a1, or 18S transcript levels. Data were analysed by the ΔΔCt method to acquire matrix gene transcript levels relative to 18S. Data from cells transfected with the Egr mutant or consensus oligodeoxynucleotides were normalized to vehicle-treated cultures and were log-transformed prior to analysis by paired and Student's *t *tests. *Significant difference (*P *< 0.05 by paired *t *test) in transcript levels compared with vehicle-treated cells transfected with the same oligodeoxynucleotide. ^#^Significant difference in transcript levels between cultures transfected with mutant or consensus Egr binding sequences and treated with TNFα (*P *< 0.05 by Student's *t *test). Results are displayed as the mean ± standard error of five independent experiments.

## Discussion

In the present study, we used the MEK1/2 inhibitor U0126 to identify the possible contribution of the MEK/ERK signalling pathway to changes in chondrocyte gene expression in response to TNFα. Inspection of the ~20% of TNFα-regulated chondrocyte mRNAs whose expression was modulated by MEK1/2 revealed a significant representation of genes whose protein products localized to the extracellular space, and had proteinase activity (for example, Mmp-9 and Mmp-12, which were induced by TNFα) or hyaluronic acid binding activity (for example, the matrix-associated genes Agc1 and Hapln1, which were suppressed by TNFα). Mmp-9 and Mmp-12 cleave selective proteoglycans and collagens [32-34] while Mmp-9 is also an important mediator of inflammatory arthritis [35]. Furthermore, we have shown that increases in transcripts encoding proinflammatory genes, such as macrophage Csf-1, were U0126 insensitive. Collectively these results suggest the intriguing notion that, compared with the TNFα-regulated transcript levels of genes involved in inflammation, TNFα-induced matrix catabolism may selectively require MEK/ERK. Further efforts will be required to assess whether similar mechanisms might operate in adult rat or human chondrocytes, or in cells isolated from patients with arthritis. Nonetheless, our data – for the first time – suggest that MEK inhibitors modify the excessive matrix degradation in arthritis.

Consistent with TNFα-induced increases in macrophage Csf-1 transcript levels observed in this study, macrophage Csf-1 protein levels are also induced by TNFα in chondrocytes [36]. In rat articular chondrocytes, macrophage Csf-1-induced signalling increases its own expression and the expression of the matricellular protein CCN2 (formerly known as connective tissue growth factor) [37]. CCN2 is required for Col2a1 and Agc1 expression in mouse chondrocytes [38] yet does not result in hypertrophic differentiation of rat articular chondrocytes [39]. Taken together, inhibition of TNFα-induced MEK/ERK or downstream transcription factors may rescue cartilage ECM gene expression and promote articular cartilage regeneration through continued macrophage Csf-1 expression.

In immortalized chondrocytes, NFκB-DNA binding activity is dependent on TNFα-induced MEK/ERK signalling [10], consistent with studies in other immortalized cells such as B-cell lymphoma cell lines [40]. In our present study using primary chondroctyes, however, both TNFα-regulated NFκB reporter activity and NFκB-DNA binding were unaltered by MEK/ERK inhibition. Immortalized cells may therefore have altered signalling that activates NFκB in a MEK/ERK-dependent manner by TNFα. Furthermore, we showed that pretreatment of primary chondrocytes with DMSO or DMSO-soluble inhibitors, such as U0124, U0126 and PD153035, reduced TNFα-activated NFκB-DNA binding activity. The regulation of NFκB-DNA binding in primary cells can therefore be explained by the nonspecific effect of DMSO on NFκB activation.

In the present study we determined that, in addition to NFκB, TNFα-regulated reductions in Sox9 activity were also independent of MEK/ERK signalling. Previous studies from our laboratory have shown that reductions in Sox9 activity by TNFα are dependent on NFκB nuclear translocation [10,12], a mechanism probably involving reductions in p300 histone acetylase activity associated with Sox9 [12]. MEK/ERK-independent reductions in Sox9 activity could therefore explain the inability of U0126 to completely reverse the TNFα-induced reductions in cartilage ECM gene transcript levels observed in this study.

We showed that Egr-1 DNA binding was increased by TNFα in a U0126-sensitive fashion. Moreover, competitive inhibition of Egr-1 binding to genomic targets attenuated decreases in cartilage ECM genes in response to TNFα. These results suggest that TNFα can modify gene expression in chondrocytes via MEK/ERK through the induction of Egr-1 DNA binding activity. Treatment of chondrocytes with IL-1 increases the Egr-1 protein and DNA binding, leading to decreased human type II collagen promoter activity through competition of Egr-1 for the Sp1 binding sites [31]. Previous studies have also identified that there are putative Sp1 binding sites in the aggrecan promoter of the chick, mouse and rat [25,41]. In this study, we identified putative overlapping binding sites for Sp1 and Egr-1 in both the rat COL2A1 and AGC1 promoters proximal to the transcriptional start site. Although beyond the scope of our current report, Col2a1 and Agc1 transcription are probably regulated by inhibitory actions of Egr-1 in competition for Sp1 binding sites. Collectively, these data suggest that, in chondrocytes, alterations in Egr-1 DNA binding activity by TNFα-induced MEK/ERK signalling is necessary for the transcriptional regulation of downstream cartilage ECM genes.

In the current study, pharmacological inhibition of MEK resulted in significant attenuation of the TNFα-induced decreases to Col2a1, Agc1 and Hapln1 24 hours post treatment. Depending on the species the half-life of Col2a1 mRNA in chondrocytes is between 15 and 18 hours [27,29,30], whereas the half-life of Agc1 mRNA is about 4 hours in bovine articular chondrocytes [28]. In this study we observed ~50% reduction in Col2a1 and ~70% reduction in Agc1 transcript levels after 24 hours. Previous studies from our laboratory have indicated that inhibition of Col2a1 transcripts in response to TNFα results from an inhibition of transcription and not from changes to message stability [10]. Furthermore, treatment of chondrocytes with actinomycin D, a transcription inhibitor, decreased Col2a1 and Agc1 mRNAs to a level comparable with that of TNFα treatment alone (unpublished data). Collectively, TNFα-induced reductions in cartilage ECM transcripts in this study are consistent with regulation of these mRNAs through inhibition of transcription. Although it is possible that TNFα may modulate cartilage ECM transcript expression in an indirect fashion, the relatively delayed kinetics of TNFα-modulated cartilage ECM transcripts is probably due to the stability of the mRNAs.

## Conclusion

Most therapies for rheumatoid arthritis, specifically biologics, are targeted towards TNFα protein and not towards its activated signalling pathways [42]. Targeted therapies that block specific subcellular molecules involved in TNFα-activated signalling pathways, however, may be useful in selectively modifying chondrocyte responses to TNFα. Our data suggest that MEK/ERK may selectively be required for TNFα-modulated proteinase and cartilage ECM transcripts, but not for inflammatory gene transcripts. These results raise the intriguing notion that MEK/ERK inhibitors might be used to block the ability of TNFα to promote matrix catabolism but leave perhaps more beneficial effects of TNFα unaltered. In the long term, our observations may be of relevance for developing new methods of treating arthritis. In particular, antagonizing MEK/ERK or activating Egr-1 may be useful methodologies for reversing cartilage degradation observed in both osteoarthritis and rheumatoid arthritis.

## Abbreviations

Agc1: aggrecan 1; Col2a1: type II collagen (α); Csf-1: colony stimulating factor 1; DMSO: dimethyl sulfoxide; ECM: extracellular matrix; Egr: early growth response; ERK: extracellular regulated kinase; IFN: interferon; IL: interleukin; MEK: mitogen-activated kinase kinase; Mmp: matrix metalloproteinase; NF: nuclear factor; ODN: oligodeoxynucleotide; PCR: polymerase chain reaction; Sox: Sry-type high-mobility group box; TBST: Tris-buffered saline with Tween-20; TNF: tumour necrosis factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JSR carried out all aspects of the study, including the initial design of the study, microarray analysis, immunoblotting, electrophoretic mobility shift assay, quantitative real-time PCR and transfection studies, drafting and editing of the manuscript, and preparation of the figures. SMB was involved with the design and coordination of the study. AL was involved with the design and coordination of the study, drafting and editing of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

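Expression was measured in primary rat chondrocytes treated with DMSO, U0126, TNFα, or U0126 and TNFα, in 2 independent experiments, with 1 Affymetrix RAT230_2.0 array per treatment and experiment. The samples were assigned to treatment and experiment from their labels, which give the treatment and a replicate number. The replicate number was taken as the experiment, since the methods set each array against the DMSO array of its own experiment. It was checked on the values. After the mean of each treatment was removed, the deviations of arrays with the same replicate number correlated at 0.728 to 0.829 between treatments.

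The deposited values are 1 linear summary intensity per probe set and array. RMA is named in the submitters' processing notes, with no version. The paper describes raw values in GeneSpring with values under 0.01 set to 0.01, each chip divided by its 50th percentile and each probe set divided by DMSO. The first setting changed 0 values, and neither division is present in the values, since all array medians lie between 365.1 and 378.2. Each array was therefore centred on its median, as in the methods, after log2 values were taken. The depth of an array has no count, and its precision is limited by the number of arrays. No detection calls were used, so a low intensity is not known to lie above background. Every column per sample was used. The qPCR, immunoblots, gel shifts and reporter assays of the paper were not analysed here.

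Probe sets were named from the array's annotation of 2016. Of 31099 probe sets, 57 controls were left out, 20826 carried 1 gene symbol, 436 several and 9780 none. A gene was given by its probe set with the highest mean log2 value. Entrez identifiers of 20758 of the probe sets with 1 symbol were found in the RefSeq gene table, which was used for names only.

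The fold rule follows the methods. A probe set is TNFα-regulated when TNFα over DMSO reaches 1.45-fold in the same direction in both experiments, MEK/ERK dependent when U0126 with TNFα over U0126 then stays below 1.45-fold in that direction in both, and independent otherwise. It has no p value. As its mirror, probe sets were chosen on U0126 with TNFα over U0126 and read in TNFα over DMSO. limma 3.58.1 in R 4.3.3 was fitted to the log2 values of all 8 arrays with a term for treatment and a term for the experiment, and with empirical Bayes moderation (residual degrees of freedom 3, prior degrees of freedom 3.913, median residual SD 0.07521). The 5 comparisons were TNFα with DMSO, U0126 with DMSO, both with U0126, both with TNFα, and the difference of the responses to TNFα with and without U0126. The p values were adjusted by the Benjamini-Hochberg method over 31042 probe sets within each comparison, with a threshold of 0.05. A fit with no replicate block, tried as an alternative, called 25 probe sets for TNFα where the fit with the block called 1611. limma was tested on simulated data with this design and spread. It called 48 of 50 and 39 of 50 probe sets with a 1.45-fold response to TNFα, in simulations where U0126 did and did not block that response, and 0.11% of probe sets without a response.

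The 31 gene lists were fixed by symbol before the data were examined, 2 of them from Table 1. They were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on 1 probe set per gene, and adjusted over the lists within a comparison. fry tests whether the genes of a list move on balance one way and does not compare them with other genes. In every comparison, no list passed with an estimated correlation. The extracellular list was tested with Fisher's exact test among the genes of each class of the fold rule, with all other named genes as background.

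The rule for named genes was also fixed before the data were examined. It takes every gene that the study names for the arrays, the 10 largest rises and 10 largest falls for TNFα, for U0126 and for the difference of the responses among probe sets of 1 gene that passed the test and went the same way in both experiments, and up to 4 members of a list with the smallest adjusted p. It gives 291 genes. The values in Table 1 had been seen by then. Gene names outside the rule were chosen after their values were seen. They are Loxl3, Lama5, Fos, Hmox1, Gclc, Gsta1 and Ptgr1, and the values given for other members of Table 1 and of the lists follow the rule.

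Alternatives set before the data were examined were quantile normalization, no centring, leaving out the lowest 40 percent of probe sets, the prior variance with a trend or robust, a fit of only the arrays compared, leaving out each array or each experiment, fold thresholds of 1.3 and 2, the mean fold over the experiments, genes in place of probe sets, other definitions of MEK/ERK dependence and other choices of probe set and average for Table 1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the fold rule, the tables and the plots.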

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

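The tests of a common share, of macrophage numbers and of the genes raised by U0126 were chosen after the results they bear on were seen. The tests of the mirror of the fold rule and of the whole macrophage list were fixed before.

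Gene lists whose response to TNFα differed with and without U0126, by camera with a preset correlation on the difference itself, stood out as differences between groups, and none of the 8 passed with an estimated correlation (all at adjusted p = 0.69 except cartilage matrix at adjusted p = 0.431) or with fry. Cartilage matrix genes were higher in the difference (adjusted p = 9.04e-08, median 0.24 on the log2 scale, higher for 16 of 17 genes). Glycolysis and hypoxia genes were lower in it (adjusted p = 2.68e-05, median -0.27, lower for 20 of 20 genes). Their medians in the separate experiments were -0.41 and -0.18, and Pfkl, Tpi1, Ldha, Adm and Egln3 rose with TNFα. NF-κB target genes were lower (adjusted p = 0.00114, median -0.17), as were antigen processing genes (adjusted p = 0.00114, median -0.17, lower for 22 of 26 genes). Cholesterol synthesis genes were lower (adjusted p = 0.022, median -0.12) and muscle genes higher (adjusted p = 0.0374, median 0.06). The independent and dependent genes of Table 1, which the study chose on these arrays, were lower (adjusted p = 0.00304 and adjusted p = 0.0374, medians -0.15 and -0.52).

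Among genes the paper does not discuss as groups, 3 lists differed between TNFα and DMSO by both camera and fry. NF-κB target genes rose (camera adjusted p = 8.14e-21, fry adjusted p = 0.00739). Antigen processing genes rose (camera adjusted p = 9.46e-16, fry adjusted p = 0.0121), with 19 of 26 higher and 0 lower, or 21 higher when adjusted over the list alone. They included the immunoproteasome subunits Psmb9 (5.17-fold) and Psmb10 (2.68-fold) and the proteasome activator Psme2 (1.96-fold). Genes of Wnt signalling fell (camera adjusted p = 0.0092, fry adjusted p = 0.0272), with 4 of 33 lower, Ccn4, Tcf7, Fzd8 and Dkk3, and 0 higher, or 7 lower and 2 higher when adjusted over the list alone. With an estimated correlation each of the 3 had an adjusted p of 0.267.

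The 138 probe sets that the fold rule calls MEK/ERK dependent were called by a threshold with no test. If they had missed 1.45-fold by chance alone, with no effect of U0126, the mirror of the rule would give as high a share. The share called dependent was 2.75 times that of the mirror, 22.0% against 8.0%. It was 1.70 times at the nearest bounds of their Wilson intervals, which cover counting error only and take probe sets as independent. From experiment 1 alone the shares were 62.4% and 18.9%, and from experiment 2 alone 60.4% and 35.8%. The share called dependent was higher each time, which argues against chance alone. In the limma test of the difference of the responses, 0 probe sets passed. If U0126 lowered every response by 1 common share, departures from it would be unrelated between the experiments, but they correlated at 0.54 across the 628 probe sets (0.56 among those raised and 0.41 among those lowered, across probe sets that are not independent), which argues against a common share as the whole account. It stays open, as a hypothesis, that genes differ by degree in how far their response needs MEK/ERK, and the design holds 1 dose of 1 inhibitor.

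Cd68 and Mmp12, which macrophages express, rose with TNFα, and so did Ctss and Cd74, which belong to antigen presentation as well. The median log2 fold change of 7 markers with a higher intensity than Cd68 was -0.12 (quartiles -0.13 and 0.24), against 0.85 (standard error 0.14) for Cd68. Intensities of different probe sets do not rank transcript levels, and with no detection calls a high baseline would hide a rise of these markers. The median of all 21 markers was -0.07 with quartiles of -0.13 and 0.28, and members went both ways, so whether macrophages in the cultures were more numerous or more active, or chondrocytes made these transcripts, cannot be told apart. The paper describes its cultures as an almost pure population of chondrocytes. Of the 4, Cd68 and Mmp12 were picked by the study from these arrays.

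The 10 genes with the largest rises with U0126 among those that passed limma hold Nqo1, Ahrr, Cyp1a1, Cyp1b1, Aldh3a1, Pir, Tiparp and Srxn1. Ramp1 and Sema3b are also among the 10. No list fixed in advance was drawn up for these genes, and no enrichment was tested. Whether these genes share a regulator was therefore not tested here. A choice of chance extremes among the arrays without TNFα would not recur in the other arrays, but between U0126 with TNFα and TNFα alone the median of the 10 was 0.95 and 0.97 on the log2 scale in the experiments, all 10 were higher in both, and 6 passed the limma test, which argues against chance. If MEK/ERK held these genes down, TNFα, which activates it, would lower them, but their median log2 fold change with TNFα was -0.08 with quartiles of -0.17 and 0.52, so the test is open. A route through MEK/ERK and another effect of the compound cannot be told apart with 1 inhibitor. A biological explanation beyond the inhibitor was not tested.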

How the results depend on the processing

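The choice on experiment 2 with folds of experiment 1 and the probe set matched to Table 1 were added after the data were seen, and the other alternatives were set before. None of the limma calls of the 291 named genes reversed under the alternatives to the fit, the normalization, the probe set and the arrays used, and none of the calls of the gene lists reversed with other probe sets, no replicate block or the other list tests. Reversals were not tabulated for other results. For TNFα, the limma count kept within 1.5 times of 1611 with quantile normalization, no centring, a trend or robust prior, and without the lowest 40 percent of probe sets, and the share of rises lay between 58.3% and 71.3%. It was 25 with no replicate block, 429 from only the arrays compared, 822 with 1.45-fold required as well, and 456 to 1538 without single arrays. The other limma counts, with the replicate block, were 18 for U0126, 384 for TNFα under U0126, 79 for U0126 under TNFα and 0 for the difference of the responses, and with no replicate block 0, 5, 0 and 0. From only the arrays compared they were 51, of which 32 rose and 19 fell, 1028 and 291. Quantile normalization gave 11 for U0126. Without single arrays the ranges were 0 to 12 for U0126, 20 to 579 for TNFα under U0126, 0 to 416 for U0126 under TNFα and 0 to 2 for the difference, and with 1 array left its spread is assumed to be that of the other groups. Under the robust prior U0126 gave 23 and U0126 under TNFα 81, and with a trend 27 and 113, and for U0126 these held 1 and 2 falls, where the fit used throughout and quantile normalization held 0.

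The fold rule has no test, and its counts depend on the threshold and on needing both experiments. At 1.3-fold and 2-fold it gave 1166 and 188 TNFα-regulated probe sets, 298 and 48 dependent ones (25.6% and 25.5%), 277 and 19 for U0126, of which 188 and 15 were not TNFα-regulated, and a mirror of 1.0% at 2-fold. The mean log2 fold over the experiments gave 1147, 639 (55.7%), 200 for U0126, of which 74 were TNFα-regulated and the rest, 1.3e+02 when rounded, were not, and a mirror of 19.7%. Without 1 experiment the ranges were 1235 to 1630, 746 to 1017 (60.4% to 62.4%), 151 to 671, 80 to 414 and 18.9% to 35.8%. Genes in place of probe sets gave 381, 69 (18.1%), 59, 38 and 4.0%, and what part of this comes from the choice of 1 probe set per gene was not separated. Other definitions of dependence gave 334 (53.2%, below 1.45-fold in at least 1 experiment), 103 (16.4%, U0126 with TNFα over TNFα) and 0 (0.0%, adjusted p of the difference). The slope of the responses was 0.747 and 0.648 when probe sets were chosen on 1 experiment and folds taken from the other, and 0.591 to 0.690 without 1 experiment. The odds ratios of the extracellular list lay between 3.42 and 12.08 and stayed past the threshold at each fold. Of the gene lists, 12 passed camera for TNFα and 8 for the difference, 6 and 0 passed fry, and 0 and 0 passed camera with an estimated correlation. Of 12 lists that passed camera for U0126, fry lost all 12. The median TNFα fold of the Table 1 genes was 1.78 from experiment 2 alone and 2.21 from experiment 1 alone. The cause of these changes was not tested. Of the 120 named genes called for TNFα, 11 passed with no replicate block and between 51 and 100 without single arrays. Intensities near background could not be told from expression, which limits what a value without a change shows.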

Differences from the paper's values

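A fold of Table 1 was counted as differing where it was more than 1.5 times from the paper's and further from it than the SD of the 2 experiments. By this rule 1 fold differed. The paper's TNFα fold of Mmp9 is 1.89, and the mean of the 2 folds of its probe set with the highest level was 3.24 (SD 0.48, n = 2). Of the alternatives set before the data were examined, the geometric mean gave 3.23 and also differed, while the mean over both probe sets gave 2.47 and did not, but with that setting the fold of Tap1 with U0126 and TNFα, 1.42 against the paper's 2.24, differed in its place. A setting chosen after seeing the values, the probe set that the fold rule puts in the class of Table 1 with the geometric mean, gave 1.89 and drops 0 of the 38 genes. It brought 105 of the 114 folds of Table 1 to within 0.01 of the paper's, against 61 for the mean of the 2 folds and 92 for their geometric mean at the probe set of the highest level, and 55 for the mean over all probe sets. Among the gaps below that limit, the mean of the 2 folds was 9.12 for Mmp13 with TNFα against the paper's 6.80. It was 4.72 for Mmp3 with U0126 and TNFα against the paper's 3.41, and 5.21 for Spp1 with TNFα against the paper's 4.21. The geometric mean of the same probe sets gave the paper's values for these genes, 6.80, 3.41 and 4.21. For Ctsc with TNFα the mean of the 2 folds was 2.44 and the geometric mean 2.30, against the paper's 2.84. For Cxcl12 with TNFα they were 1.58 and 1.53, against the paper's 2.17.

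At the probe set of the highest level, 32 of the 38 genes of Table 1 fell in the class the paper gives. Mmp9 was independent, since this probe set was 1.49-fold higher over U0126 alone in experiment 2. Hapln1, Erap1, Cxcl12, Bmp2 and Vegfa were not TNFα-regulated, with TNFα folds of 0.63 and 0.74, 1.84 and 1.44, 1.97 and 1.19, 1.71 and 1.28, and 1.82 and 1.44 in experiments 1 and 2. Each of the 6 has another probe set in the paper's class. The paper did not find Col2a1 among the MEK/ERK-sensitive genes of the arrays, and none of its 3 probe sets was dependent here.

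The counts by the fold rule lie within 1 probe set of the paper's. They are 628 TNFα-regulated probe sets against the paper's 629, 138 dependent ones against the paper's 138, 90 for U0126 against the paper's 89, and 63 of these not TNFα-regulated against the paper's 62. With the control probe sets kept, as on the paper's list of 31099, the first count was 629, and the other counts did not change. With no centring on the array median the count for U0126 was 89, but the others were 648, 153 and 61, against the paper's 629, 138 and 62.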

Other observations

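Members of other gene lists also passed the limma test with TNFα. Of 30 interferon-responsive genes, 9 rose with TNFα and 0 fell, or 11 rose when adjusted over the list alone, among them the transcription factor Irf1 (3.24-fold) and the guanylate-binding protein Gbp2 (4.41-fold). The list rose as a group by camera (adjusted p = 3.51e-04, or adjusted p = 0.612 with an estimated correlation and adjusted p = 0.129 by fry). Of 20 complement genes, 5 rose, among them C1r, a protease of the classical pathway (2.79-fold), and Cd55, which protects cells from complement (1.98-fold), or 6 rose and 2 fell when adjusted over the list alone. The list did not pass as a group (camera adjusted p = 0.48). Of 20 genes of glycolysis and hypoxia, 5 rose with TNFα and 0 fell, or 10 rose when adjusted over the list alone, among them Egln3, an oxygen sensor (3.49-fold), the vasoactive peptide Adm (2.86-fold) and the phosphofructokinase Pfkl (1.49-fold). In the presence of TNFα, Pfkl fell with U0126 by 0.72 on the log2 scale (adjusted p = 0.0467), the list was lower as a group by camera (adjusted p = 4.97e-12, or adjusted p = 0.539 with an estimated correlation and adjusted p = 0.196 by fry), and 12 of the 20 were lower when adjusted over the list alone. Of 12 genes of chondrocyte hypertrophy, Spp1 and Mmp13 rose and Enpp1, which makes pyrophosphate, fell to 0.62-fold, or 3 rose and 5 fell when adjusted over the list alone. Of 19 fibroblast matrix genes only Eln, or elastin, passed, at 0.59-fold, or 4 rose and 3 fell when adjusted over the list alone. Of 32 genes of BMP and TGFβ signalling, Gdf10, the decoy receptor Bambi (0.74-fold) and Bmp7 (0.79-fold) fell and 0 rose, or 8 fell and 7 rose when adjusted over the list alone. Of 18 immediate early genes, Nab1, a corepressor of Egr1 (1.48-fold), and Junb, a partner in AP-1 (2.47-fold), rose and 0 fell, or 2 rose and 1 fell when adjusted over the list alone. Of 4 measured chondrogenic transcription factors, Zfp219 rose by 1.28-fold. In the list of ERK output, Ier3, an early response gene, rose by 3.47-fold with TNFα, and the receptor Epha4 and the ERK pathway inhibitor Spry4 fell to 0.67-fold and 0.76-fold, or 1 rose and 4 fell when adjusted over the list alone. As groups, the hypertrophy, fibroblast matrix, BMP and TGFβ, immediate early, chondrogenic and ERK output lists did not pass camera with TNFα, with adjusted p between 0.274 and 0.895.

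Of 34 cell cycle genes, 0 passed limma for U0126, but 33 were lower with it, with a median log2 fold change of -0.39 (camera adjusted p = 6.50e-12, or adjusted p = 0.617 with an estimated correlation of 0.93 between members and adjusted p = 0.486 by fry). Egr1, the subject of the paper's gel shifts, was not TNFα-regulated at 24 hours (1.10-fold and 0.78-fold), and in the presence of TNFα it stood at 0.45-fold and 0.41-fold with U0126 (log2 fold change -1.22, standard error 0.16, adjusted p = 0.0556). Its relative Egr2 fell there by 0.78 on the log2 scale (adjusted p = 0.0397). Hmox1, a heme oxygenase, Gclc, which makes the precursor of glutathione, and Gsta1, a glutathione transferase, were chosen after their values were seen and were also past 1.45-fold with U0126 in both experiments, at 1.84-fold and 1.92-fold, 1.81-fold and 1.63-fold, and 2.53-fold and 1.84-fold. In the presence of TNFα, 13 of the 18 probe sets that limma called for U0126 were called again. Of 11 endothelial, 13 muscle and 6 erythroid markers, 0 rose with TNFα, and the muscle genes Acta1 and Tnnt3 fell to 0.79-fold and 0.78-fold. Of 47 ribosomal protein genes and 16 genes of endoplasmic reticulum stress, 0 passed limma with TNFα.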
